# Oil palm phenolics attenuate changes caused by an atherogenic diet in mice

**DOI:** 10.1007/s00394-012-0346-0

**Published:** 2012-04-11

**Authors:** Soon-Sen Leow, Shamala Devi Sekaran, Kalyana Sundram, YewAi Tan, Ravigadevi Sambanthamurthi

**Keywords:** Oil palm phenolics, Antioxidants, Atherosclerosis, Cardiovascular disease, Microarray, Gene expression

## Abstract

**Background:**

Water-soluble phenolics from the oil palm possess significant biological properties.

**Purpose:**

In this study, we aimed to discover the role of oil palm phenolics (OPP) in influencing the gene expression changes caused by an atherogenic diet in mice.

**Methods:**

We fed mice with either a low-fat normal diet (14.6 % kcal/kcal fat) with distilled water, or a high-fat atherogenic diet (40.5 % kcal/kcal fat) containing cholesterol. The latter group was given either distilled water or OPP. We harvested major organs such as livers, spleens and hearts for microarray gene expression profiling analysis. We determined how OPP changed the gene expression profiles caused by the atherogenic diet. In addition to gene expression studies, we carried out physiological observations, blood hematology as well as clinical biochemistry, cytokine profiling and antioxidant assays on their blood sera.

**Results:**

Using Illumina microarrays, we found that the atherogenic diet caused oxidative stress, inflammation and increased turnover of metabolites and cells in the liver, spleen and heart. In contrast, OPP showed signs of attenuating these effects. The extract increased unfolded protein response in the liver, attenuated antigen presentation and processing in the spleen and up-regulated antioxidant genes in the heart. Real-time quantitative reverse transcription-polymerase chain reaction validated the microarray gene expression fold changes observed. Serum cytokine profiling showed that OPP attenuated inflammation by modulating the Th1/Th2 axis toward the latter. OPP also increased serum antioxidant activity to normal levels.

**Conclusion:**

This study suggests that OPP may possibly attenuate atherosclerosis and other forms of cardiovascular disease.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00394-012-0346-0) contains supplementary material, which is available to authorized users.

## Introduction

Cardiovascular disease, together with atherosclerosis, is the main cause of death in the world [1]. The oxidation of low-density lipoproteins (LDL) has been accepted as an important initial event in the development of atherosclerosis [2]. Diets with plant-based foods such as fruit, vegetables, nuts and whole grains have been associated with a significantly lower risk of cardiovascular disease [3, 4], either through indirect effects due to the replacement of high energy density foods with these typical low energy density materials or through direct effects due to the plant components present in these foods. Cardioprotection afforded by these plant compounds is in part attributed to their high antioxidant activities [5, 6], although actions other than their direct antioxidant activities may be more important [7, 8], such as their anti-inflammatory effects [9]. For example, phenolic compounds from soy [10], pomegranate [11, 12], ginger [13, 14], red wine [15, 16] and olive [17] were found to attenuate atherosclerosis either by LDL-dependent mechanisms such as reducing LDL levels, inhibiting LDL oxidation and increasing antioxidant status or via other LDL-independent mechanisms such as modulating vascular function, blood pressure, enzyme systems and signal transduction. Plant phenolics are thus promising candidates for the prevention of cardiovascular disease [18].

The oil palm (*Elaeis guineensis*) fruit contains various lipid-soluble phytochemicals such as carotenoids, tocopherols and tocotrienols, which possess significant antioxidant properties [19–21]. During palm oil milling, large volumes of aqueous vegetation liquor are produced. The extraction of water-soluble materials from the oil palm vegetation liquor recovers another class of phytochemicals from the oil palm [22], namely oil palm phenolics (OPP). OPP consist mainly of phenolic acids, including three caffeoylshikimic acid isomers, protocatechuic acid and *p*-hydroxybenzoic acid [23]. OPP have been shown to display antioxidant properties and confer positive outcomes on degenerative diseases in various animal models without evidence of toxicity [24–26]. OPP showed significant biological activities against copper-mediated LDL oxidation in vitro, promoted nitric oxide-mediated vascular relaxation ex vivo, reduced blood pressure in a nitric oxide-deficient rat model, prevented cardiac arrhythmia in coronary arterial ligation rat models, as well as reduced atherosclerotic plaques in blood vessels of atherogenic diet-fed rabbits in vivo [24, 25]. These bioactivities confer cardioprotection. In addition, we previously reported gene expression changes caused by OPP in mice fed a low-fat normal diet, in which the extract was indicated to have novel health-promoting properties including possible hepatoprotective, anti-dyslipidemic, anti-thrombotic and caloric restriction mimetic effects [27].

In this study, we hypothesized that OPP can attenuate atherosclerosis by modulating gene expression changes caused by an atherogenic diet. We thus tested this hypothesis by first feeding mice with either a low-fat normal diet (14.6 % kcal/kcal fat) with distilled water (ND + DW group) or a high-fat atherogenic diet (40.5 % kcal/kcal fat) containing cholesterol (0.15 % w/w). The latter group was given either distilled water (AD + DW group) or OPP (AD + OPP group). We harvested major organs such as livers, spleens and hearts for microarray gene expression profiling analysis. We then determined how OPP changed the gene expression profiles caused by the atherogenic diet.

## Materials and methods

### OPP samples

OPP samples were prepared according to the methods described in Sambanthamurthi et al. [22]. OPP contain numerous phenolic acids. Three isomers of caffeoylshikimic acid are major components of the extract [23]. Other phenolic acids include caffeic acid, protocatechuic acid and *p*-hydroxybenzoic acid. The detailed composition of OPP is as described earlier [24].

### Animal feeding and sample collection

All male inbred BALB/c mice that were designated for this study were purchased from the Institute of Medical Research, Kuala Lumpur, Malaysia, at around 5 weeks of age just after weaning. All animal procedures were approved by the Animal Care and Use Committee of the University of Malaya, Kuala Lumpur, Malaysia. The animals were randomly assigned into cages (*n* = 5 per cage) and acclimatized for 1 week, during which a standard chow diet purchased from the University of Malaya and distilled water were given ad libitum. At the start of the experiment, the diet of the animals was changed to a custom-made low-fat normal diet (58.2 % kcal/kcal carbohydrate, 27.2 % kcal/kcal protein and 14.6 % kcal/kcal fat, including cellulose, mineral mix, vitamin mix and DL-methionine) or a custom-made high-fat atherogenic diet (40.5 % kcal/kcal carbohydrate, 19.0 % kcal/kcal protein and 40.5 % kcal/kcal fat, including 0.15 % w/w cholesterol, cellulose, mineral mix, vitamin mix and DL-methionine) for 6 weeks ad libitum. The ND + DW group (*n* = 10) and the AD + DW group (*n* = 10) were supplemented with distilled water, while the AD + OPP group (*n* = 10) was supplemented with OPP, as drinking fluid ad libitum. The phenolic content of the OPP given was around 1,500 ppm gallic acid equivalent. Food and fluid were changed daily. During the animal feeding process, body weights were monitored every week, while fluid intake was monitored every day for 6 weeks. Food intake and fecal output were monitored for seven consecutive days in the middle of the designated feeding period, between week two to week three. The mice were killed via euthanasia with diethyl ether followed by exsanguination after 6 weeks of feeding following an overnight food fast (with fluids still provided). Blood samples were collected via cardiac puncture. Three major organs including livers, spleens and hearts were excised, blotted, weighed, snap-frozen in liquid nitrogen and stored at −80 °C until the total RNA extraction process.

### Hematology and clinical biochemistry analyses

Hematology and clinical biochemistry analyses were carried out by the Clinical Biochemistry and Hematology Laboratory, Department of Veterinary Pathology and Microbiology, Faculty of Veterinary Medicine, Universiti Putra Malaysia, Serdang, Selangor, Malaysia, using the Animal Blood Counter Vet Hematology Analyzer (Horiba ABX, France) and the Roche/Hitachi 902 Chemistry Analyzer (Roche/Hitachi, Switzerland), respectively. Aliquots (200 μL) of whole blood samples (*n* = 4) were stored in tubes containing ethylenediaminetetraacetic acid for hematology analysis. In order to obtain sera, blood samples were allowed to clot at room temperature for 2 h before being centrifuged at 1,000×*g* for 5 min, after which the supernatant layers were collected and stored at −20 °C. A portion (100 μL) of each serum sample (*n* = 6 per group) was kept in aliquots for cytokine profiling and antioxidant analysis. The remaining serum samples (around 200 μL per replicate) were subjected to clinical biochemistry analysis for eleven parameters. Two samples in the ND + DW group, two samples in the AD + DW group and three samples in the AD + OPP group were excluded due to blood lysis.

### Total RNA extraction

Total RNA isolation from mouse organs was carried out using the RNeasy Mini Kit (Qiagen, Inc., Valencia, CA) and QIAshredder homogenizers (Qiagen, Inc., Valencia, CA), preceded by grinding in liquid nitrogen using mortars and pestles. The total RNA samples obtained were subjected to NanoDrop 1000A Spectrophotometer (Thermo Fisher Scientific, Waltham, MA) measurement for yield and purity assessment. Integrity of the total RNA samples was then assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Agilent RNA 6000 Nano Chip Assay Kit (Agilent Technologies, Santa Clara, CA). Four total RNA samples with the highest RNA Integrity Numbers and 28S/18S rRNA ratios within each condition were then selected for microarray studies.

### Microarray gene expression analysis

Amplification of total RNA samples that were of high yield, purity and integrity was carried out using the Illumina TotalPrep RNA Amplification Kit (Ambion, Inc., Austin, TX). The biotinylated cRNA produced was then hybridized to the Illumina MouseRef-8 Version 1 Expression BeadChip (Illumina, Inc., San Diego, CA), using the Direct Hybridization Kit (Illumina, Inc., San Diego, CA). Microarray hybridization, washing and scanning were carried out according to the manufacturer’s instructions. The raw gene expression data obtained are available at Gene Expression Omnibus [28] (Accession number: GSE30908).

Quality control of the hybridization, microarray data extraction and initial analysis were carried out using the Illumina BeadStudio software (Illumina, Inc., San Diego, CA). Outlier samples were removed via hierarchical clustering analysis provided by the Illumina BeadStudio software and also using the TIGR MeV software (The Institute for Genomic Research, Rockville, MD) [29]. A minimum of three replicates per condition (with outliers removed) was then considered for further analysis. For livers, spleens and hearts of mice in the ND + DW group, four replicates were analyzed for each organ, respectively. On the other hand, for livers, spleens and hearts of mice in the AD + DW and AD + OPP groups, three replicates were analyzed for each organ, respectively, with the exception of livers in the AD + DW group, in which four replicates were analyzed. Three comparisons were made in this study, with the first comparison to find out gene expression changes caused by the atherogenic diet (AD + DW:ND + DW), the second comparison to identify gene expression changes caused by OPP (AD + OPP:AD + DW) and the third to identify genes that were differentially regulated by the two factors. The first two comparisons were carried out separately before the third comparison was made.

For the first two comparisons, gene expression values were normalized using the rank invariant method and genes that had Detection Levels of more than 0.99 in either condition (control or treatment) were considered significantly detected. To filter the data for genes that changed significantly in terms of statistics, the Illumina Custom error model was used and genes were considered significantly changed at a |Differential Score| of more than 20, which was equivalent to a *P* value of less than 0.01 [30]. The stringency of this filtering criterion was lowered to a |Differential Score| of more than 13, which was equivalent to a *P* value of less than 0.05, if less than 100 genes were found significantly changed. Since the results of this statistical analysis were to be used for functional analysis, it was relevant to include more genes by using a lower threshold to give statistical power to the functional analysis. The genes and their corresponding data were then exported into the Microsoft Excel software (Microsoft Corporation, Redmond, WA) for further analysis. To calculate fold changes, an arbitrary value of 10 was given to expression values which were less than 10. Fold changes were then calculated by dividing means of Signal Y (treatment) with means of Signal X (control) if the genes were up-regulated and vice versa if the genes were down-regulated. Two-way (gene and sample) hierarchical clustering of the significant genes was then performed using the TIGR MeV software to ensure that the replicates of each condition were clustered to each other. The Euclidean distance metric and average linkage method were used to carry out the hierarchical clustering analysis. Changes in biological pathways and gene ontologies were assessed via functional enrichment analysis, using the GenMAPP [31] and MAPPFinder [32] softwares (University of California at San Francisco, San Francisco, CA). The MAPPFinder software ranks GenMAPPs (pathways) and gene ontologies based on hypergeometric distribution. GenMAPPs and gene ontologies that had Permuted *P* values of less than 0.01, Numbers of Genes Changed of more than or equal to 2 and Z Scores of more than 2 were considered significant. A Permuted *P* value of less than 0.05 was used when genes were selected using a |Differential Score| of more than 13, in order to identify more GenMAPPs and gene ontologies affected. Boxes colored yellow indicate genes that were up-regulated, while those colored blue indicate genes that were down-regulated. The fold changes are indicated next to the boxes. Individual boxes that have different shadings within them indicate the presence of multiple probes (splice transcripts) within a single gene. Changes in regulatory networks were also analyzed through the use of the Ingenuity Pathways Analysis software (Ingenuity^®^ Systems, Redwood City, CA). A network is a graphical representation of the molecular relationships between genes or gene products. Genes or gene products were represented as nodes, and the biological relationship between two nodes was represented as an edge (line). The intensity of the node color indicates the degree of up-regulation (red) or down-regulation (green). Nodes were displayed using various shapes that represented the functional class of the gene product. Edges were displayed with various labels that described the nature of the relationship between the nodes.

In order to assess how OPP affected genes changed by the atherogenic diet, the significantly changed genes obtained in the first comparison were intersected with significantly changed genes obtained in the second comparison in order to obtain a set of genes that were significantly regulated by both factors (atherogenic diet and OPP), hence the third comparison. The directions of fold changes for genes in this intersecting set were then compared in order to identify the number of genes that were differentially regulated by both factors in terms of direction.

### Real-time qRT-PCR validation

Two-step real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR) was carried out on six target genes from the second comparison (Online Resource 1 in Supplementary Material 1), selected to represent the different organs used in the microarray experiments, using TaqMan Gene Expression Assays (Applied Biosystems, Foster City, CA). The same aliquots of total RNA samples used in the microarray experiments were utilized for this analysis. Primer and probe sets for the selected genes were obtained from the ABI Inventoried Assays-On-Demand (Applied Biosystems, Foster City, CA).

Briefly, reverse transcription to generate first-strand cDNA from total RNA was carried out using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA). Real-time PCR was then carried out on the first-strand cDNA generated using a 25 μL reaction volume in an Applied Biosystems 7000 Real-Time PCR System (Applied Biosystems, Foster City, CA) with the following conditions: 50 °C, 2 min, 1 cycle; 95 °C, 10 min, 1 cycle; 95 °C, 15 s and 60 °C, 1 min, 40 cycles. For gene expression measurements, reactions for each biological replicate and non-template control (NTC) were carried out in duplicates. For amplification efficiency determination, reactions were carried out in triplicates.

Quality control of the replicates used, real-time qRT-PCR data extraction and initial analysis were carried out using the 7000 Sequence Detection System software (Applied Biosystems, Foster City, CA). A manual threshold of 0.6000 and an auto baseline were applied in order to obtain the threshold cycle (Ct) for each measurement taken. The threshold was chosen as it intersected the exponential phase of the amplification plots [33]. The criteria for quality control of the data obtained include ∆Ct less than 0.5 between technical replicates and ∆Ct more than 5.0 between samples and NTCs [34].

Relative quantification of the target genes of interest was carried out using the qBase 1.3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium) [35], which takes into account the calculations of amplification efficiencies and multiple housekeeping genes. Expression levels of target genes were normalized to the geometric mean of three housekeeping genes, *Sfrs9*, *Guk1* and *Hnrpab*. Stability of these housekeeping genes was assessed using the geNorm 3.5 software (Center for Medical Genetics, Ghent University Hospital, Ghent, Belgium) [36].

### Cytokine profiling

Cytokine profiling on serum samples was performed using the Bio-Plex Suspension Array System (Bio-Rad Laboratories, Hercules, CA), available at the Faculty of Medicine, University of Malaya. This assay was carried out using the Bio-Plex Mouse Cytokine 23-Plex Cytokine Panel (Bio-Rad Laboratories, Hercules, CA), which contains antibody-conjugated beads (25× concentration) for 23 types of mouse cytokines including IL-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-17, eotaxin, G-CSF (granulocyte colony-stimulating factor), GM-CSF (granulocyte–macrophage colony-stimulating factor), IFN-γ (interferon-γ), KC (keratinocyte-derived chemokine), MCP-1 (monocyte chemoattractant protein-1 or also known as monocyte chemotactic and activating factor MCAF), MIP-1α (macrophage inflammatory protein-1α), MIP-1β, RANTES (regulated on activation, normal T cell expressed and secreted) and TNF-α (tumor necrosis factor-α). The kit also contains the necessary components such as detection antibodies (25× concentration) and standards. The experiment was carried out according to the manufacturer’s instructions. Each serum sample (*n* = 6) was tested in duplicates. The data were analyzed using the Bio-Plex Manager Version 4.0 software (Bio-Rad Laboratories, Hercules, CA). Generation of standard curves, averaging of duplicate fluorescence readings of each serum sample, background subtraction with the blank and calculation of concentration for each cytokine were carried out by the Bio-Plex Manager software. The averaged concentration readings were exported into the Microsoft Excel software (Microsoft Corporation, Redmond, WA) for statistical analysis.

### Antioxidant analysis

Serum antioxidant analysis was carried out using four assays, including the total phenolics content by Folin-Ciocalteu reagent (TP-FCR) assay [37, 38], the ferric reducing ability of plasma (FRAP) assay [39], the 2,2-diphenyl-1-picrylhydrazyl (DPPH) scavenging activity assay [40, 41] and the Trolox equivalent antioxidant capacity (TEAC) assay [42]. All these assays were carried out using the Infinite M200 microplate reader (Tecan, Austria). Each serum sample (*n* = 6) was tested in duplicates. Measurement settings and data acquisition were carried out using the Magellan Version 6.2 software (Tecan, Austria). Generation of standard curves, averaging of duplicate absorbance readings of each sample, background subtraction with the blank, calculation of concentration and statistical analysis for each assay were carried out in the Microsoft Excel software (Microsoft Corporation, Redmond, WA).

### Statistical analysis

Statistical analysis was carried out by using the two-tailed unpaired Student’s *t* test available in the Microsoft Excel software (Microsoft Corporation, Redmond, WA) unless otherwise stated. Differences with *P* values of less than 0.05 were considered statistically significant.

## Results

### Physiology and pathology studies on mice

The body weights of mice steadily increased every week throughout the 6 weeks of feeding, with animals in both the AD + DW and the AD + OPP groups showing a higher increase in weight gain compared to those in the ND + DW group (Online Resource 2a in Supplementary Material 1). When the organ weights from these animals were compared, mice in both the AD + DW and the AD + OPP groups had increased liver weights compared to those in the ND + DW group (Online Resource 2b in Supplementary Material 1). No significant differences in terms of body weights and organ weights were found when comparison was made only between the AD + DW and AD + OPP groups. Also, no differences in terms of fluid intake were found between the three groups (Online Resources 2c and 2d in Supplementary Material 1). In the AD + OPP group, the volume of OPP taken was around 1.75 mL/day. Based on an average mouse weight of 25 g, this would be equivalent to the consumption of about 350 mL (in volume) or 500 mg (in gallic acid equivalent weight) of OPP by a 60 kg human, calculated based on the body surface area normalization method [43]. Mice in both the AD + DW and AD + OPP groups ingested less food (Online Resources 2e and 2f in Supplementary Material 1) and produced less feces (Online Resources 2g and 2h in Supplementary Material 1) compared to the ND + DW group. No significant changes in terms of food intake and fecal output were found when comparison was made only between the AD + DW and AD + OPP groups, thus indicating that the effects caused by OPP in mice fed the atherogenic diet were due to the components of the extract and not due to alterations in food intake.

Hematology analysis revealed that mice in both the AD + DW and AD + OPP groups had a significant increase in the levels of white blood cells, neutrophils and lymphocytes compared to those in the ND + DW group (Online Resource 3 in Supplementary Material 1), indicating an inflammatory response. OPP did not affect hematology parameters in mice given the atherogenic diet. Mice in both the AD + DW and AD + OPP groups showed significant changes in terms of serum clinical biochemistry, including albumin (↓), globulin (↑), ratio of albumin to globulin (↓), total cholesterol (↑), LDL (↑) and HDL (↑) levels (Online Resource 3 in Supplementary Material 1), when compared to those in the ND + DW group. OPP also did not cause significant changes in these clinical biochemistry parameters measured, except for normalizing the glucose level in mice on the atherogenic diet similar to that of mice on the normal diet, probably due to the presence of fruit sugars.

### Microarray gene expression profiling of livers, spleens and hearts

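Total RNA from livers, spleens and hearts of mice fed the atherogenic diet was hybridized to Illumina MouseRef-8 BeadChips, which carried 24048 probes. The arrays analysed here came from 4 livers, 3 spleens and 3 hearts of the AD + DW group, given distilled water, and from 3 livers, 3 spleens and 3 hearts of the AD + OPP group, given oil palm phenolics. The arrays of the ND + DW group were not analysed here, so directions under the diet are those of the paper's own tables. The RNA samples had been selected by their integrity from groups of 10 mice, and outlier arrays had been removed by the authors through hierarchical clustering. The deposited values were signal intensities normalized by the rank invariant method in BeadStudio. In each organ the normalized signal of an array was a slope times its unnormalized signal plus an intercept, with a slope of 1 for AD + DW replicate 1, so levels can be compared within an organ but not between organs. The slopes were between 1 and 1.547 in the liver, 0.824 and 1.623 in the spleen and 0.89 and 1.222 in the heart. At a Detection Level above 0.99, 6105 to 6883 probes were detected per liver array, 5863 to 7524 per spleen array and 6554 to 7576 per heart array. Spleen AD + DW replicate 3 had the lowest of the spleen counts and the highest slope, and its 100 brightest probes held 40% of its signal, against 27.3 to 30.9% in the other spleen arrays.
Signals below 10 were set to 10 and log2 transformed. Probes detected on every array of the AD + DW or of the AD + OPP group of an organ were tested, which left 6007 probes in the liver, 6664 in the spleen and 6580 in the heart. The groups were compared within each organ with limma, two-sided, with Benjamini-Hochberg adjustment, and a positive fold change stands for a higher signal in the AD + OPP group. The Illumina Custom error model that gives the paper's Differential Scores was not repeated. Lists of genes were fixed before the data were examined, but after the paper and its tables of genes changed on these arrays had been read. They are therefore not independent of these arrays. The paper's spleen table for OPP holds 24 of 29 neutrophil secondary and tertiary granule genes and 12 of 16 glycolysis genes. It also holds 13 of 18 B cell and 4 of 13 T cell markers. The lists were tested with camera in limma on the brightest probe of each gene, with a preset correlation of 0.01 between genes and with an estimated correlation. With the preset correlation, 9 of 28 lists passed an adjusted p of 0.05 in the liver, 19 of 37 in the spleen and 8 of 31 in the heart. With an estimated correlation no list passed, and the lowest adjusted p was 0.483 in the liver, 0.343 in the spleen and 0.707 in the heart. The number of arrays limits the precision. In simulated data of these sizes, with noise drawn separately for each probe, a change of 2-fold passed the adjusted threshold for 64.2% of the changed probes in the liver, 31.3% in the spleen and 68.7% in the heart. Noise shared between probes was left out there, so these shares may not hold for the measured arrays.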

For gene expression profiling, Illumina microarrays were used to study the effects of the atherogenic diet and OPP (when mice were on the atherogenic diet) in three major mouse organs, including the liver, spleen and heart. 

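In the heart, genes of the neutrophil granule list, which also holds S100a8, whose protein binds calcium in neutrophils, separated arrays within the AD + DW group. The mean log2 signal of 13 such genes was 5.88 and 6.38 in AD + DW replicates 1 and 3, 9.26 in AD + DW replicate 2 and between 8.29 and 10.11 in the AD + OPP arrays. When all heart probes tested were clustered by Euclidean distance with average linkage, AD + DW replicates 1 and 3 formed a cluster of their own, apart from AD + DW replicate 2 and the AD + OPP arrays. In the spleen, 18 marker genes of B cells had their lowest mean log2 signal, 7.60, in AD + OPP replicate 1, against 8.27 and 8.16 in the other AD + OPP arrays and 8.91 to 9.29 in the AD + DW arrays. Clustering on all spleen probes tested set AD + OPP replicate 1 apart from the other 5 arrays. On the probes of the paper's tables of genes changed by OPP, 563 in the spleen and 131 in the heart, both organs divided into the 3 AD + DW and the 3 AD + OPP arrays. These probes had been chosen by the same comparison. When probes were chosen at an unadjusted p of 0.01 for each other division of the arrays into groups of 3, they separated the groups of 9 of 9 divisions in the spleen and 8 of 9 in the heart. Correlations between arrays were 0.818 to 0.974 in the spleen and 0.96 to 0.981 in the heart.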

Genes considered significantly changed were further subjected to two-way (gene and sample) hierarchical clustering using the TIGR MeV software to ensure that the replicates of each condition were clustered to each other. 

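In the liver, the arrays differed in genes of the acute phase response, whose proteins the liver makes during inflammation. The mean log2 signal of 25 of these genes, fibrinogens, serum amyloids and Lbp among them, was 13.99 in AD + DW replicate 4, 14.32 in AD + OPP replicate 1 and 14.19 in AD + OPP replicate 2. It was 11.86, 11.93 and 12.73 in AD + DW replicates 1, 2 and 3 and 12.25 in AD + OPP replicate 3. Genes of neutrophil secondary granules followed the same division, with 13.47 to 13.50 in the first 3 of these arrays and 10.44 to 12.31 in the other 4. Average-linkage clustering of all liver probes tested gave that division as well, with AD + DW replicate 4, AD + OPP replicate 1 and AD + OPP replicate 2 in a cluster. The 117 tested probes of the paper's table of genes changed by OPP separated the 4 AD + DW from the 3 AD + OPP arrays. Of the 34 other divisions into 4 and 3 arrays, 30 were separated by the probes at an unadjusted p of 0.01 for that division. Correlations between liver arrays were 0.915 to 0.981.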

Online Resource 4 in Supplementary Material 1 shows an example of the two-way hierarchical clustering analysis carried out on genes significantly changed by OPP in the liver.

Using a |Differential Score| of more than 20, which was equivalent to a *P* value of less than 0.01, the number of genes significantly changed by the atherogenic diet was highest in the liver (2,593 up-regulated and 451 down-regulated), followed by the spleen (990 up-regulated and 534 down-regulated) and the heart (1,441 up-regulated and 991 down-regulated). The number of genes significantly changed by OPP was highest in the spleen (327 up-regulated and 249 down-regulated), followed by the liver (35 up-regulated and 84 down-regulated) and the heart (19 up-regulated and 13 down-regulated). 

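In spleens of the AD + OPP group, Pfkfb4, a regulator of glycolysis, had a signal of 777 ± 36.2 against 271 ± 71.1 in the AD + DW group (SD, n = 3 per group), a log2 fold change of 1.55 (standard error 0.21). F10, which encodes coagulation factor X, was higher at 279 ± 22.2 against 104 ± 16.1, a log2 fold change of 1.43 (standard error 0.18), and was detected on 2 of the 3 AD + DW arrays. Il1r2, a decoy receptor for interleukin-1, was detected on every AD + OPP and no AD + DW array and was at least 5.38-fold higher. Mfge8, which marks dying cells for uptake, was lower at 636 ± 75.6 against 1470 ± 107, a log2 fold change of −1.22 (standard error 0.17). Dtx1, a regulator of Notch signaling, was lower at 111 ± 15.7 against 346 ± 90.1, a log2 fold change of −1.61 (standard error 0.25). Each of these genes had an adjusted p of 0.0712 from limma. In the liver, Copg1, a subunit of the COPI vesicle coat, was higher at 254 ± 6.38 (n = 3) against 164 ± 8.93 (n = 4), a log2 fold change of 0.63 (standard error 0.11). P2ry1, a receptor for ADP, was lower at 172 ± 30.8 against 353 ± 65.9, a log2 fold change of −1.03 (standard error 0.19). The protease inhibitor Mug1 had a log2 fold change of −0.89 (standard error 0.15) on the probe of the paper's table, and of −0.24 and −0.27 on its brighter probes. Copg1, P2ry1 and this Mug1 probe had an adjusted p of 0.417 from limma.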

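At an unadjusted p under 0.01, 269 spleen probes were higher and 201 lower, where 67 would pass by chance. In the liver 37 were higher and 43 lower, with 60 by chance, and in the heart 16 were higher and 16 lower, with 66 by chance. After adjustment 0 probes passed in limma in any of the 3 organs, and the smallest adjusted p was 0.417 in the liver, 0.0712 in the spleen and 0.999 in the heart. At an unadjusted p under 0.05, 495 probes passed in the liver, 1100 in the spleen and 239 in the heart, with 300, 333 and 329 by chance, and the t-test of the methods, two-tailed, also gave 0 probes after adjustment. The signals of the groups did not overlap for 1563 spleen probes, or 23.5% against 10% by chance, for 503 liver probes, or 8.37% against 5.71%, and for 507 heart probes, or 7.71% against 10%.
The division of the spleen probes at p under 0.01 was 337 higher and 160 lower with the background correction neqc, and that of the liver probes 50 and 35 with median scaling. Left out in turn, liver AD + DW replicate 1 gave 46 probes, AD + DW replicate 3 gave 47, AD + OPP replicate 2 gave 50 and AD + OPP replicate 3 gave 249, in place of 80. In place of 470 spleen probes there were 238 without AD + DW replicate 1, 305 without AD + OPP replicate 1, 305 without AD + OPP replicate 2 and 302 without AD + OPP replicate 3. In place of 32 heart probes there were 58 without AD + DW replicate 1, 93 without AD + DW replicate 2, 115 without AD + OPP replicate 2 and 63 without AD + OPP replicate 3. The adjusted count of 0 in the spleen became 178 with normexp correction and quantile normalization, 194 with median scaling, 222 with a trended and robust variance, 141 with array weights, 254 in a single fit over the 19 arrays, 168 without AD + DW replicate 2 and 3 without AD + OPP replicate 2.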

In the second comparison, as the heart showed the least number of genes significantly changed (32 genes) and thus would not give much information in further functional enrichment analysis, we reduced the stringency by filtering for significantly changed genes with a |Differential Score| of more than 13, which was equivalent to a *P* value of less than 0.05. This yielded 132 significantly changed genes in the heart (79 up-regulated and 53 down-regulated). 

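In hearts of the AD + OPP group, Igh-VJ558, an immunoglobulin heavy chain gene of B lineage cells, had a signal of 3350 ± 963 against 1320 ± 400 in the AD + DW group (SD, n = 3 per group), a log2 fold change of 1.34 (standard error 0.28). Prg4, which encodes the lubricant proteoglycan of joints and linings, was higher at 600 ± 235 against 229 ± 51.3, a log2 fold change of 1.34 (standard error 0.30). Pcolce2, an enhancer of collagen processing, was higher at 111 ± 24.6 against 55.6 ± 8.66, a log2 fold change of 0.99 (standard error 0.20), and was detected on 1 of the 3 AD + DW arrays. Rbm5, a splicing factor, was lower at 133 ± 4.65 against 244 ± 41.6, a log2 fold change of −0.86 (standard error 0.15). Kcnd2, a potassium channel of heart muscle, was lower at 169 ± 21.3 against 249 ± 26, a log2 fold change of −0.56 (standard error 0.15). All 5 genes had an adjusted p of 0.999 from limma.
At an unadjusted p under 0.05, 143 heart probes were higher and 96 lower. Without AD + DW replicate 2 the sum of 239 was 387, without AD + OPP replicate 1 it was 152 and without AD + OPP replicate 2 it was 452, and without AD + DW replicate 1 the division was 92 higher and 187 lower.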

The lists of genes, GenMAPPSs and gene ontologies significantly changed by the atherogenic diet in these mouse organs are provided in Supplementary Material 2, while those significantly changed by OPP are given in Supplementary Material 3.

The atherogenic diet increased the turnover of metabolites in the liver, as shown by an up-regulation of genes involved in the generation of precursor metabolites (anabolism) and energy (catabolism). It was also evident that genes involved in fatty acid beta oxidation, the tricarboxylic acid cycle and the electron transport chain were up-regulated, thus suggesting an increase in energy production due to the utilization of extra fat. In addition, the turnover of liver tissues was evident, from the up-regulation of nuclear receptors that stimulate hepatocyte growth such as *Hnf4a* (FC 2.57) (Online Resource 5a in Supplementary Material 1) and cytochrome c oxidases, complement genes and caspases involved in cell death (Online Resource 5b in Supplementary Material 1). Not unexpectedly, genes involved in cholesterol biosynthesis were down-regulated (Online Resource 5c in Supplementary Material 1). Genes involved in the immune response were also up-regulated by the atherogenic diet in the spleen, such as those regulated by tumor necrosis factor-alpha (*Tnfα*) (although *Tnfa* itself was not regulated) and signal transducer and activator of transcription 3 (*Stat3*) (FC 1.59) (Online Resource 6a in Supplementary Material 1). In addition, the apoptotic process was up-regulated. On the other hand, genes down-regulated by the atherogenic diet include those regulated by the tumor suppressor *Tp53* (FC −1.53) (Online Resource 6b in Supplementary Material 1) and transforming growth factor-beta (*Tgfb1*) (FC −2.33). *Tp53* is anti-proliferative, while *Tgfb1* is anti-inflammatory. The up-regulation of *Tnfa* and *Stat3*, coupled with the down-regulation of *Tp53* and *Tgfb1*, suggests the up-regulation of an inflammatory response toward the atherogenic diet in the spleen. In the heart, the atherogenic diet increased the expression of genes involved in fatty acid beta oxidation, proteasomal degradation, heme biosynthesis, as well as inflammation, including those regulated by *Tnfα* (although *Tnfa* itself was not regulated), cyclic adenosine monophosphate response element-binding protein (*Crebbp*) (FC 7.15) and *Jun* oncogene (FC 1.67), which is part of activator protein-1 (*Ap*-*1*) (Online Resource 7a in Supplementary Material 1). Down-regulated genes were found to be involved in glycolysis, circadian rhythm, muscle development and anti-inflammatory networks, such as those regulated by sirtuin 1 (*Sirt1*) (FC −2.03) and *Tgfb1* (FC −6.65) (Online Resource 7b in Supplementary Material 1).

In livers of mice belonging to the AD + OPP group, genes involved in the unfolded protein response were up-regulated (Fig. 1a) compared to the AD + DW group. 

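Pdia4, a protein disulfide isomerase of the endoplasmic reticulum (ER), was higher in livers of the AD + OPP group at 1160 ± 106 (SD, n = 3) against 711 ± 38.9 (SD, n = 4) in the AD + DW group, a log2 fold change of 0.71 (standard error 0.12). The ER chaperone partner Dnajb11 was higher at 1690 ± 383 against 894 ± 60.6, a log2 fold change of 0.90 (standard error 0.18). Hyou1, an ER chaperone induced by low oxygen, had 241 ± 52.7 against 117 ± 28, a log2 fold change of 1.05 (standard error 0.22), and was detected on 3 of the 4 AD + DW arrays. Creld2, a gene induced by ER stress, had 1290 ± 797 against 396 ± 101, a log2 fold change of 1.58 (standard error 0.38). In each of these genes all 3 AD + OPP livers were above all 4 AD + DW livers, and the adjusted p was 0.417 to 0.59 from limma. Genes were named for a small p or for groups that did not overlap, so this was largely fixed by the choice. The groups did not overlap, in either direction, for 8.37% of all tested liver probes, against 5.71% by chance.
Of 31 measured genes of the unfolded protein response and of ER chaperones, 22 were higher and 9 lower, with a median log2 fold change of 0.26. The list rose by camera with an adjusted p of 6.82e-07, and the adjusted p was 0.483 with an estimated correlation and 0.138 from fry, which tests whether the genes move one way. Without AD + OPP replicate 3 the adjusted p by camera was 0.00721 and the median 0.26. In the liver that array had the highest mean log2 signal of the list, 10.27 against 10.06 and 10.09 in the other AD + OPP livers and 9.76 to 9.89 in the AD + DW livers, and the lowest of the macrophage markers (7.89 against 8.87 to 9.85), the endothelial markers (7.77 against 8.39 to 8.89) and the megakaryocyte markers (6.55 against 7.35 to 8.41). Adjusted over the list alone, 6 genes rose and 1 fell, Ppp1r15b, which lifts the block on translation and is named after its values were seen. The 25 acute phase genes of the same livers were all higher, with a median log2 fold change of 0.67 and an adjusted p of 4.02e-06 from camera, 0.61 with an estimated correlation. The groups overlapped for each of these genes. Their mean log2 signal was 14.32, 14.19 and 12.25 in AD + OPP replicates 1, 2 and 3. It was 13.99 in AD + DW replicate 4 and 11.86 to 12.73 in the other AD + DW livers, so these genes divided the livers across the groups. Without AD + OPP replicate 3, their median was 1.15.

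**Figure D1:**
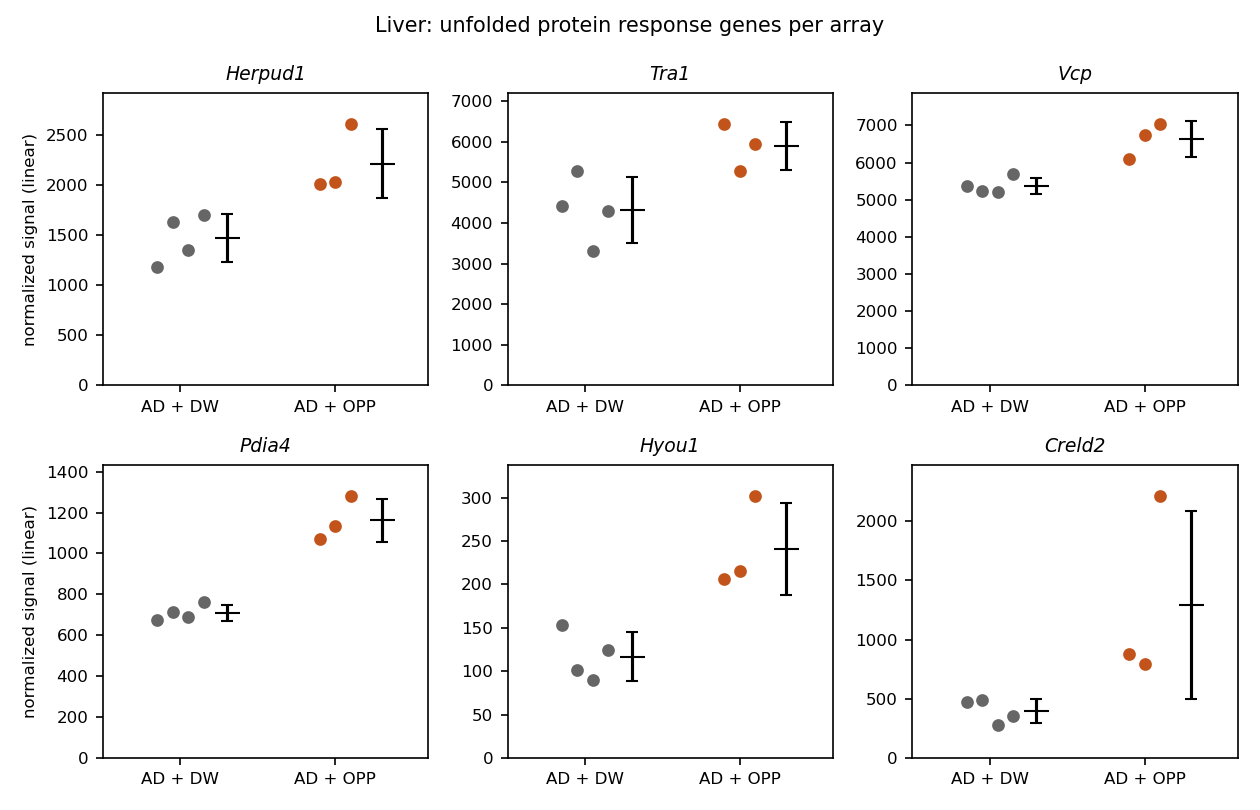
Normalized signal of Herpud1, Tra1, Vcp, Pdia4, Hyou1 and Creld2 on each liver array, on linear axes from 0, with points for the arrays of the AD + DW (n = 4) and AD + OPP (n = 3) groups and the mean ± SD of each group. The groups do not overlap for Pdia4, Hyou1 and Creld2, and they overlap for Tra1.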

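In livers of the AD + OPP group, H2-T10, a gene of the major histocompatibility complex (MHC) class I region, was lower at 380 ± 11.2 (SD, n = 3) against 562 ± 94.7 (SD, n = 4), a log2 fold change of −0.55 (standard error 0.16). Psmb9, a subunit of the immunoproteasome that cuts peptides for MHC class I, was lower at 191 ± 52.1 against 347 ± 114, a log2 fold change of −0.84 (standard error 0.30). Of 19 genes of MHC class I presentation 17 were lower, and the list fell by camera with a median log2 fold change of −0.29 and an adjusted p of 0.000582, 0.61 with an estimated correlation. The median was −0.13 without AD + OPP replicate 2 and −0.18 with median scaling. Interferon-stimulated genes, which share regulators with MHC class I, fell as well, with 15 of 18 lower, a median of −0.28 and an adjusted p of 0.00985, 0.61 with an estimated correlation. Their adjusted p was 0.159 without AD + DW replicate 3 and 0.057 without AD + OPP replicate 2, and their median was −0.44 without AD + DW replicate 2, −0.18 without AD + DW replicate 3, −0.09 with median scaling and −0.08 without the detection filter. MHC class I genes are alike in sequence, so their probes can share signal.
Eci2, an enzyme of the oxidation of unsaturated fatty acids, was lower at 962 ± 247 against 1510 ± 291, a log2 fold change of −0.66 (standard error 0.21). Cpt2, which brings fatty acids into the mitochondrial matrix as acyl-CoA, was lower at 4110 ± 457 against 5100 ± 376, a log2 fold change of −0.31 (standard error 0.13). Of 29 genes of fatty acid oxidation 25 were lower, a fall by camera with a median of −0.18 and an adjusted p of 0.00167, 0.61 with an estimated correlation. Without AD + OPP replicate 2, their median was −0.11. Ndufc2, a subunit of NADH dehydrogenase, was lower at 329 ± 99.1 against 448 ± 40.6, a log2 fold change of −0.48 (standard error 0.20). Its list of 31 complex I subunits fell, with 28 lower, a median of −0.14 and an adjusted p of 0.00275, 0.61 with an estimated correlation, and a median of −0.08 with neqc and with normexp correction. The 36 subunits of complexes II to V fell, with 32 lower, a median of −0.14 and an adjusted p of 0.0014, 0.61 with an estimated correlation. Their median was −0.09 without AD + DW replicate 1 and −0.09 without AD + DW replicate 2.
Arsa, which encodes arylsulfatase A, was lower at 428 ± 160 against 706 ± 73.8, a log2 fold change of −0.78 (standard error 0.24), and the sulfatase Sulf2 at 365 ± 3.5 against 537 ± 74.9, a log2 fold change of −0.54 (standard error 0.14). Adjusted over the list alone, Arsa and Sulf2 fell and 0 of the 6 sulfatase genes rose. As a list the 6 genes of the liver had an adjusted p of 0.0515 by camera. It was 0.042 without AD + DW replicate 4, 0.0329 without AD + OPP replicate 1, 0.0496 with a floor of 50, 0.0428 for probes detected on every array of both groups and 0.0407 in a single fit over the 19 arrays, and up to 0.0921, without AD + DW replicate 3. Adjusted over each list alone, limma gave 0 genes of the MHC class I, fatty acid oxidation and complex I to V lists.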

Down-regulation of genes involved in endogenous antigen presentation, fatty acid metabolism, arylsulfatase activity, reduced nicotinamide adenine dinucleotide (NADH) dehydrogenase (ubiquinone) activity and oxidoreductase activity was also observed, indicating a down-regulation of the inflammatory response and energy production. 

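In spleens of the AD + OPP group, Gpi1, the glycolytic enzyme that follows hexokinase, was higher at 2420 ± 209 against 1000 ± 270 in the AD + DW group (SD, n = 3 per group), a log2 fold change of 1.30 (standard error 0.23). The glucose transporter Slc2a3, abundant in white blood cells, was higher at 2060 ± 213 against 847 ± 225, a log2 fold change of 1.31 (standard error 0.23). Hk2 and Pkm, the enzymes at the first and last steps of glycolysis, had log2 fold changes of 1.13 (standard error 0.23) and 1.45 (standard error 0.30). Of 16 genes of glycolysis 13 were higher and 12 rose when adjusted over the list alone. The list rose by camera with a median of 0.93 and an adjusted p of 8.87e-10, 0.343 with an estimated correlation.
Zyx, a protein of focal adhesions, was higher at 5690 ± 63.8 against 3110 ± 180, a log2 fold change of 0.88 (standard error 0.14), and Lasp1, which binds actin, at 731 ± 28.9 against 351 ± 42.5, a log2 fold change of 1.06 (standard error 0.16). Evl, an actin regulator of lymphocytes, was lower at 244 ± 53.8 against 575 ± 83.1, a log2 fold change of −1.25 (standard error 0.22). Of 38 regulators of the actin cytoskeleton 26 were higher, and 11 rose and 2 fell when adjusted over the list alone. The list rose by camera with a median of 0.36 and an adjusted p of 2.11e-05, 0.343 with an estimated correlation.
Genes of neutrophil primary granules and their progenitors rose in the same spleens. Mpo, which encodes myeloperoxidase, had 26900 ± 3450 against 7510 ± 4200, and Rab27a, which carries granules to the membrane, 1160 ± 200 against 383 ± 93. All 14 genes were higher with groups that did not overlap, against 23.5% of all tested spleen probes and 10% by chance. The genes move together, with an estimated correlation of 0.701 between them, so they are not 14 separate results. Their median was 1.84, with an adjusted p of 8.72e-14 by camera, 0.343 with an estimated correlation. The median was 1.14 with median scaling, which leaves background in the signal.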

Compared to the AD + DW group, genes up-regulated in spleens of mice in the AD + OPP group were those involved in carbohydrate metabolism, glucose metabolism, glutathione metabolism as well as cytoskeleton organization and biogenesis. Genes down-regulated by OPP in spleens of mice are involved in antigen presentation (Fig. 1b), apoptosis, B cell receptor signaling, defence response, genes specific to blood and lymph tissues, heme biosynthesis, immune response, regulation of apoptosis, T-cell activation and differentiation as well as T-cell receptor signaling. 

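H2-Aa, the alpha chain of the MHC class II molecule I-A, was lower in spleens of the AD + OPP group at 387 ± 63.6 against 979 ± 268 in the AD + DW group (SD, n = 3 per group), a log2 fold change of −1.32 (standard error 0.24). Of 17 genes of MHC class II presentation 16 were lower and 13 fell when adjusted over the list alone. The list fell by camera with a median of −1.17 and an adjusted p of 1.1e-08, 0.345 with an estimated correlation. In the MHC class I list, which holds H2-T10 with a log2 fold change of −1.01 (standard error 0.17), 20 of 22 genes were lower, a fall with a median of −0.61 and an adjusted p of 1.35e-05, 0.343 with an estimated correlation. Lck, the kinase that starts T cell receptor signaling, was lower at 333 ± 84.4 against 718 ± 177, and Rasgrp1, which activates Ras in T cells, at 310 ± 62.9 against 758 ± 236. The 16 genes of T cell receptor signaling fell with 15 lower, a median of −0.95 and an adjusted p of 0.000178, 0.428 with an estimated correlation.
Blnk, the adaptor of the B cell receptor, was lower at 559 ± 110 against 1060 ± 171, a log2 fold change of −0.93 (standard error 0.21). Of 21 genes of B cell receptor signaling 11 were lower and 10 higher, with 8 that fell when adjusted over the list alone, and the list had an adjusted p of 0.113 by camera. That p was 0.0391 with neqc, 0.037 with normexp correction and up to 0.447, without AD + DW replicate 1. Traf5 and Bcl2a1a, which signal survival in lymphocytes, were lower with log2 fold changes of −1.05 (standard error 0.20) and −1.29 (standard error 0.26), while Casp4, an inflammatory caspase detected on 2 of the 3 AD + DW arrays, was higher with 1.03 (standard error 0.36). Of 25 core apoptosis genes 17 were lower, with a median of −0.07 and an adjusted p of 0.574, and Traf5, Bcl2a1a and Traf1 fell when adjusted over the list alone. Alad, an enzyme of heme synthesis, was lower with −0.42 (standard error 0.16), and Alas1, the rate-limiting enzyme outside red cells, was higher at 5890 ± 591 against 2110 ± 635. Of 8 heme genes 7 were lower, with an adjusted p of 0.104, or 0.0165 without the detection filter and 0.416 without AD + DW replicate 2, and Alas1 alone rose when adjusted over the list alone.
The markers of B and T cells moved with these lists. All 18 B cell markers were lower, with a median of −1.12 and an adjusted p of 2.95e-11, 0.343 with an estimated correlation, and all 13 T cell markers, with a median of −0.96 and an adjusted p of 9.76e-06, 0.393 with an estimated correlation. Other lists also hold 8 of the B cell and 10 of the T cell markers. With normexp correction and quantile normalization, the medians were −0.67 for MHC class II, −0.40 for MHC class I, −0.50 for T cell receptor signaling, −0.68 for B cell and −0.52 for T cell markers, with every call kept. With median scaling they were −0.64, −0.40, −0.54, −0.66 and −0.57. The normexp correction adds an offset of 50 to each signal, which makes fold changes smaller.

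**Figure D2:**
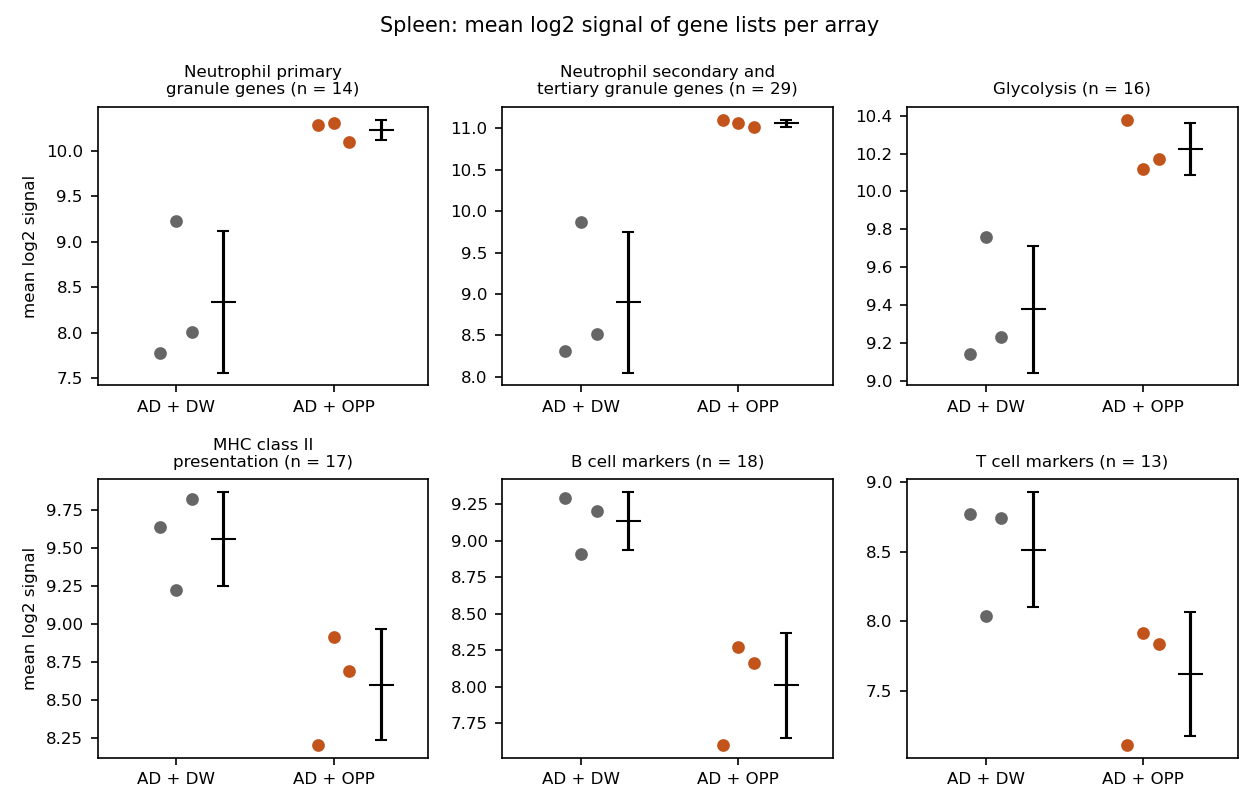
Mean log2 signal of the measured genes of 6 lists on each spleen array, for neutrophil primary granule (14 genes), neutrophil secondary granule (29), glycolysis (16), MHC class II (17), B cell (18) and T cell genes (13). Points are arrays, and bars give the mean ± SD of the AD + DW (n = 3) and AD + OPP (n = 3) groups. B cell markers were at 8.91 to 9.29 in the AD + DW and 7.60 to 8.27 in the AD + OPP arrays.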

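Srxn1, which repairs oxidized peroxiredoxins, was higher in hearts of the AD + OPP group at 104 ± 11.5 against 72.6 ± 8.89 in the AD + DW group (SD, n = 3 per group), a log2 fold change of 0.53 (standard error 0.15), and was detected on 2 of the 3 AD + DW arrays. Mt2, which encodes a metallothionein that binds metals, was higher at 799 ± 185 against 356 ± 245, a log2 fold change of 1.51 (standard error 0.62). Of 41 antioxidant and glutathione genes 25 were higher and 16 lower, with a median log2 fold change of 0.03 and an adjusted p of 0.258 by camera. Nr1d1, a repressor of the circadian clock, was lower at 105 ± 17.9 against 166 ± 32, a log2 fold change of −0.66 (standard error 0.20). Dbp, a clock output gene, was lower at 1190 ± 83.8 against 1810 ± 773, a log2 fold change of −0.53 (standard error 0.27). Of 17 circadian clock genes, a list that is not the pathway the paper tested, 7 were higher and 10 lower, with a median of −0.08 and an adjusted p of 0.201. The histone gene H4c12 was higher at 476 ± 55.3 against 363 ± 54.7, a log2 fold change of 0.39 (standard error 0.16), and H4c6 at 246 ± 38.5 against 183 ± 30.1, a log2 fold change of 0.43 (standard error 0.18). The list of 26 histone genes rose, with 18 higher, a median of 0.20 and an adjusted p of 0.00011 by camera, 0.707 with an estimated correlation. Median scaling gave a median of 0.13. The antioxidant, clock and histone lists held 0 genes that passed in limma when adjusted over the list alone.
Genes of neutrophil secondary granules rose as a list in the heart, where all 13 were higher with a median of 2.20 and an adjusted p of 8.92e-08 by camera, 0.707 with an estimated correlation. S100a8, which this list also holds, was at 6190 ± 4590 against 2440 ± 3980. The median of the 13 genes was 3.40 without AD + DW replicate 2, 1.44 without AD + DW replicate 1, 1.46 without AD + DW replicate 3 and 1.46 without AD + OPP replicate 1. It was 0.98 with normexp correction and quantile normalization, 0.70 with median scaling, 1.23 with a floor of 50, 0.61 for the 5 genes detected on every array of both groups and 0.61 for the 33 genes present without the detection filter.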

In hearts of mice, genes up-regulated by OPP include those involved in antioxidant activities (Fig. 1c), circadian exercise and nucleosome assembly. 

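In hearts of the AD + OPP group, the complex I subunit Ndufc2 was lower at 694 ± 64 against 891 ± 156 in the AD + DW group (SD, n = 3 per group), a log2 fold change of −0.35 (standard error 0.16), and the subunit Ndufa8 was higher at 3390 ± 383 against 2810 ± 106, a log2 fold change of 0.26 (standard error 0.13). Of 32 subunits of complex I, 17 were higher and 15 lower, with a median of 0.01 and an adjusted p of 0.944 by camera. Uqcrh, a subunit of complex III, was higher at 22400 ± 800 against 18700 ± 1840, a log2 fold change of 0.27 (standard error 0.13). Of 40 subunits of complexes II to V, 20 were higher and 20 lower, with an adjusted p of 0.733. Egf, a growth factor for epithelial cells, was lower at 77.3 ± 13.7 against 132 ± 18.1, a log2 fold change of −0.79 (standard error 0.18). Vtn, which encodes the adhesion protein vitronectin, was lower at 73.3 ± 14 against 122 ± 13.7, a log2 fold change of −0.75 (standard error 0.17), and was detected on 2 of the 3 AD + OPP arrays. Cenpa, a centromere protein of dividing cells, was at 757 ± 161 against 919 ± 270, and of 7 proliferation genes 4 were lower, with a median of −0.04 and an adjusted p of 0.632. Adjusted over each of these lists alone, 0 genes passed in limma. Markers of heart muscle cells fell as a list, with 20 of 27 lower, a median of −0.08 and an adjusted p of 0.00907 by camera, 0.741 with an estimated correlation. Ttn, the gene of the giant spring protein titin, was at 7570 ± 374 against 9270 ± 577. The median of these markers was −0.01 with an adjusted p of 0.537 without AD + DW replicate 3, the adjusted p was 0.0996 without AD + OPP replicate 2 and 0.0599 with neqc, and the median was −0.14 without AD + DW replicate 1.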

Down-regulated genes, on the other hand, are involved in electron transport and signaling as well as cell proliferation and migration.

**Fig. 1:**
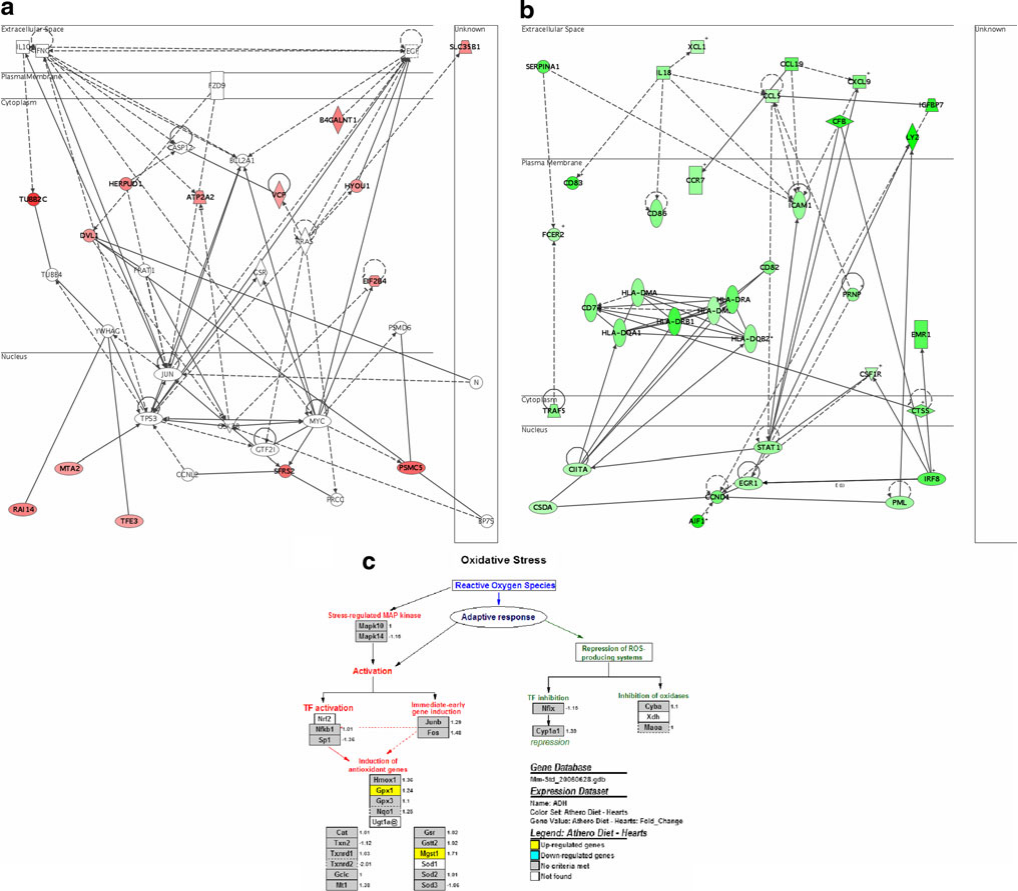
Genes regulated by OPP in the liver, spleen and heart. **a** Genes up-regulated in the liver unfolded protein response network. Genes involved in the unfolded protein response up-regulated by OPP include *Tra1* and *Vcp*. **b** Genes down-regulated by OPP in the spleen antigen presentation network. Genes encoding MHC II molecules such as those belonging to the HLA-D family, genes of antigenic markers such as *Cd74*, *Cd82*, *Cd83* and *Cd86* as well as genes encoding chemokines such as *Ccl5*, *Ccl19*, *Cxcl9* and *Xcl1* were down-regulated by OPP. The down-regulation of genes encoding MHC II molecules could be caused by the down-regulation of *C2ta*. **c** Genes up-regulated by OPP in the heart antioxidant pathway. Genes involved in antioxidant activity such as *Gpx1* and *Mgst1* were up-regulated by OPP

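Tra1, now named Hsp90b1, encodes the chaperone gp96 of the ER lumen. Its signal in livers of the AD + OPP group was 5890 ± 587 (SD, n = 3) against 4320 ± 811 (SD, n = 4) in the AD + DW group, a fold change of 1.36. The log2 fold change was 0.46 (standard error 0.18, adjusted p = 0.59 from limma), and the signals of the groups overlapped. Vcp encodes the ATPase that pulls proteins out of the ER for degradation. It was higher at 6630 ± 478 against 5370 ± 220, a fold change of 1.23, or a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.59 from limma).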

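Cd74, the invariant chain that fills the groove of MHC class II, was lower in spleens of the AD + OPP group at 2420 ± 957 against 5500 ± 964 in the AD + DW group (SD, n = 3 per group). Its log2 fold change was −1.24 (standard error 0.30, adjusted p = 0.105 from limma). Cd82, a tetraspanin of lymphocytes and other cells, was lower at 1750 ± 132 against 2390 ± 301, with −0.45 (standard error 0.17, adjusted p = 0.246 from limma). Cxcl9, a chemokine that interferon gamma induces, was lower at 94.6 ± 57.8 against 296 ± 55.4, with −1.79 (standard error 0.40, adjusted p = 0.0858 from limma). Xcl1, a chemokine of activated T and natural killer cells, was detected on 4 of the 6 arrays, 2 of each group, and was not tested. Its signal was 62.3 ± 47 in the AD + OPP and 200 ± 62.4 in the AD + DW group. Markers of macrophages, which carry Cd74 too, fell in these spleens, with 19 of 21 lower, a median of −0.72 and an adjusted p of 1.14e-05 by camera, 0.364 with an estimated correlation.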

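The oxidative stress pathway drawn in Fig. 1c had 20 genes measured in the heart. Mt1, a metallothionein, was higher in the AD + OPP group at 20400 ± 216 against 14900 ± 6210 (SD, n = 3 per group), a log2 fold change of 0.55 (standard error 0.31), with groups that overlapped. Fos, an immediate early gene detected on 2 of the 3 AD + DW arrays, was at 136 ± 45.7 against 92 ± 53.1, a log2 fold change of 0.65 (standard error 0.40). Of the 20 genes 15 were higher, with a median log2 fold change of 0.09 and an adjusted p of 0.107 by camera, and 0 passed in limma adjusted over the list alone. The paper drew this pathway for its changes in these hearts, and its table of genes changed by OPP in the heart holds 2 of the 20, so the choice of the pathway is not independent of these arrays. The adjusted p was 0.034 with median scaling, 0.0295 without AD + DW replicate 3 and 0.303 without AD + DW replicate 1, and at most 0.481 under the other alternatives. Immediate early genes, which tissue handling also moves, rose in the same hearts, with 12 of 15 higher, a median of 0.19 and an adjusted p of 0.023, 0.741 with an estimated correlation. That p was 0.346 without AD + DW replicate 1, 0.0563 without AD + DW replicate 2, 0.389 without AD + OPP replicate 1, 0.0996 without AD + OPP replicate 2, 0.109 without the detection filter and 0.222 in a single fit over the 19 arrays.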

In order to assess how OPP affected genes changed by the atherogenic diet, the significantly changed genes obtained in the first comparison were intersected with significantly changed genes obtained in the second comparison to obtain a set of genes, which was significantly regulated by both factors (atherogenic diet and OPP). This comparison is given in Supplementary Material 4. 

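In the liver, Pecr, an enzyme of fatty acid elongation in peroxisomes, had 2000 ± 307 in the AD + OPP (SD, n = 3) against 2680 ± 351 in the AD + DW group (SD, n = 4), and Atp5k, a subunit of ATP synthase, 2130 ± 345 against 3510 ± 870. The MHC class I gene H2-T23 had 4140 ± 570 against 5430 ± 278, and the apoptosis gene Bok 339 ± 27 against 588 ± 82.3. All 4 are listed in the paper's tables as raised by the diet. Tra1, Dnajb11 and the chromatin gene Mta2, with 353 ± 17 against 238 ± 21.2, are listed as raised by the diet and were higher with OPP too. In the spleen, the MHC class II gene H2-DMa, with 138 ± 40.8 against 285 ± 52.1, and the dendritic cell nuclease Dnase1l3, with 124 ± 33.5 against 293 ± 45.8 (SD, n = 3 per group), are listed as lowered by the diet and were lower with OPP too. The lysozyme gene Lyz1 is listed as raised by the diet and was at 60.1 ± 34.4 against 340 ± 25.9. It was detected on 2 of the 3 AD + OPP arrays. In the heart, Tbx20, a transcription factor of heart muscle, is listed as raised by the diet and was at 210 ± 32.6 against 319 ± 59.3.
Of the probes that the paper's tables list under both factors, the direction with OPP was opposite to that of the diet for 70 of 78 in the liver, or 89.7%, 67 of 145 in the spleen, or 46.2%, and 38 of 65 in the heart, or 58.5%. The AD + DW arrays enter both comparisons, with opposite signs. In 100 simulations per organ with no effect of OPP, in which 50% of the noise was shared between probes, the mean share of opposite directions was 64.5% in the liver (22.3 to 100% in 95% of simulations), 85.3% in the spleen (8.75 to 100%) and 70.7% in the heart (33.9 to 91.9%). The median simulation had 16.5 probes under both factors in the liver, 7 in the spleen and 66 in the heart. As many as observed came up in 3 of the 100 simulations for the liver, 0 for the spleen and 51 for the heart.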

The percentages of genes that were differentially regulated by both factors in terms of direction were then calculated, with the results for the liver, spleen and heart being 89.87 (71 out of 79 genes), 46.21 (67 out of 145 genes) and 58.46 % (38 out of 65 genes), respectively. A majority (>50 %) of the genes regulated by OPP in the different organs thus showed a difference in regulation direction when compared to the atherogenic diet. Also, the highest percentage of change was found in the liver, while the lowest percentage of change was found in the spleen. 

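The MHC class I gene H2-T10 and the fatty acid oxidation gene Eci2 are listed in the paper's liver table as raised by the diet and were lower with OPP. Of all probes listed as changed by the diet in the liver, 1810 of 2685 tested probes had opposite directions, or 67.4%, against 765 of 1309 in the spleen, or 58.4%, and 1135 of 2023 in the heart, or 56.1%. With no effect of OPP simulated on the same arrays, the mean shares were 52.9% in the liver (range of 95% of simulations 43 to 65.7%), 57.4% in the spleen (44.9 to 70.7%) and 57.2% in the heart (43.6 to 69.7%). Each array was scored by the mean log2 signal of the probes listed as raised by the diet less that of the probes listed as lowered. Livers of the AD + OPP group scored 0.88 ± 0.06 (SD, n = 3) against 1.17 ± 0.05 (SD, n = 4) in the AD + DW group, a difference of −0.28. Spleens scored 1.09 ± 0.11 against 1.19 ± 0.16 (SD, n = 3 per group), a difference of −0.09. Hearts scored 0.43 ± 0.11 against 0.5 ± 0.11 (SD, n = 3 per group), a difference of −0.07. The probes had been chosen on the same AD + DW arrays, whose noise raises the score of that group, so no p is given. With no effect of OPP simulated and the probes chosen anew on the simulated AD + DW arrays, the mean difference was −0.07 in the liver (range of 95% of simulations −0.26 to 0.02), −0.14 in the spleen (−0.38 to 0.01) and −0.09 in the heart (−0.28 to 0.04). The simulated diet effects were the paper's fold changes, so the choice of probes may weigh more in the measured arrays. With an array left out the liver difference was −0.32 to −0.26. That of the spleen was −0.01 without AD + DW replicate 1, −0.18 without AD + DW replicate 2, −0.17 without AD + OPP replicate 1 and −0.06 without AD + OPP replicate 2. That of the heart was −0.13 without AD + DW replicate 1, −0.01 without AD + DW replicate 3, −0.16 without AD + OPP replicate 2 and −0.04 without AD + OPP replicate 3. With median scaling the spleen difference was 0.03. The difference between the organs was not tested.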

Online Resource 8 in Supplementary Material 1 shows a diagram to compare the fold change direction of genes significantly changed by the atherogenic diet and OPP, using the liver as an example.

### Real-time qRT-PCR validation

To confirm the microarray results, the expression levels of six target genes were measured using real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR). As the focus of this study was more to identify the changes caused by OPP rather than those caused by the atherogenic diet, genes chosen for real-time qRT-PCR were from the second comparison (AD + OPP:AD + DW). The direction and magnitude of fold changes obtained from the real-time qRT-PCR technique quantified by the qBase software [35] were comparable to those obtained from the microarray technique (Online Resource 9a in Supplementary Material 1). Correlation of fold changes obtained by the two gene expression profiling techniques was high (*R* ^2^ = 0.9920) (Online Resource 9b in Supplementary Material 1).

### Cytokine profiling and antioxidant analysis of blood serum samples

For serum cytokine profiling, the levels of eotaxin were surprisingly high for all the animals (Fig. 2). This may be caused by the exposure of the animals to the non-sterile environment as they were not maintained in a specific pathogen-free facility. Although IL-9 was also present in the multiplex cytokine panel used, it was not detected in any of the blood serum samples tested. For those on the atherogenic diet, there was a significant decrease in IL-12 (p40) and a significant increase in IL-13 in the AD + OPP group when compared to the AD + DW group (Fig. 2). The antioxidant analysis carried out on the serum samples showed that for the AD + DW group, there was a significant decrease in antioxidant capacity compared to the ND + DW group, which indicates a higher oxidative stress (Fig. 3). The AD + OPP group, on the other hand, showed almost similar antioxidant capacity when compared to the ND + DW group, thus indicating that the antioxidant resistance of mice supplemented with OPP was still high, although they were also given the atherogenic diet.

**Fig. 2:**
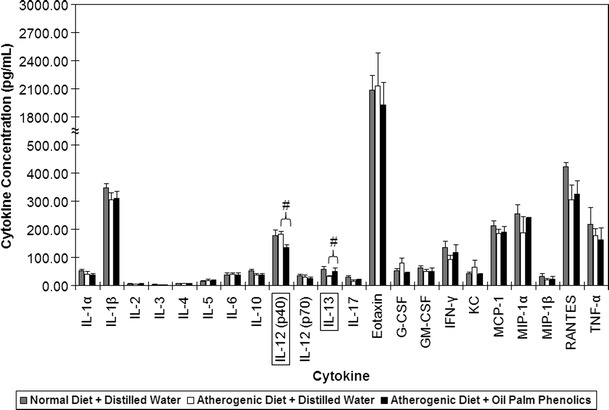
Results of cytokine profiling on blood serum samples from mice. ^#^ *P* < 0.05; *n* = 6. Values are means ± SEM

**Fig. 3:**
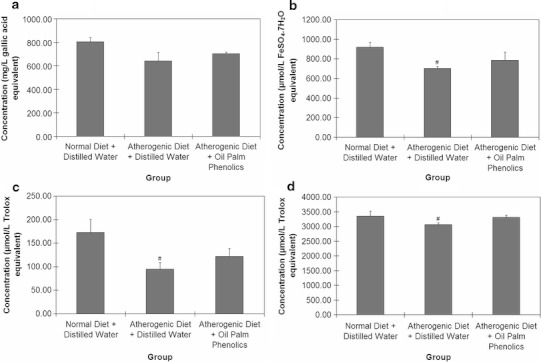
Results of antioxidant analysis on blood serum samples from mice. **a** TP-FCR. **b** FRAP. **c** DPPH. **d** TEAC. ^#^ *P* < 0.05 versus Normal Diet + Distilled Water; *n* = 6. Values are means ± SEM

## Discussion

### Effects of atherogenic diet

When livers of mice in the AD + DW group were compared to those in the ND + DW group, the fatty acid beta oxidation process was found to be up-regulated, presumably to metabolize extra fatty acids obtained from the atherogenic diet. When challenged with the atherogenic diet, the liver thus adjusts its metabolic processes in relation to lipid metabolism and energy production [44]. Nuclear receptors involved in tissue growth and genes involved in cell death were also up-regulated in the present study, thus suggesting that the atherogenic diet triggered hepatic inflammatory reprogramming and liver regeneration in the mice. This also explains the enlargement of livers that was observed in these animals. An example of a nuclear receptor up-regulated by the atherogenic diet in the present study is the hepatocyte nuclear factor 4-alpha (*Hnf4a*) (FC 2.57), which was also found to be up-regulated when ApoE3Leiden (E3L) mice (which have lipid profiles resembling those of humans) were fed an atherogenic diet [45]. Among the genes involved in cell death that were up-regulated in the present study were those encoding cytochrome c oxidases belonging to the mitochondrial electron transport chain, complement genes and caspases. The up-regulation of these genes suggests that cell death occurred via apoptosis as a result of complement-mediated cell damage. Interestingly, Recinos et al. [46] also showed that induction of the complement pathway in the liver was associated with lesion development in atherosclerosis-prone LDL receptor-deficient (LDLr^−/−^) mice when they were fed a high-fat Western style diet. As the atherogenic diet provided dietary cholesterol that further increased cholesterol levels in the blood circulation, genes involved in hepatic cholesterol biosynthesis were down-regulated in this study. This observation was not unexpected as de novo cholesterol biosynthesis is down-regulated when cholesterol is available from dietary intake [44, 47].

The immune system has long been implicated in atherosclerosis [48–50], due to the presence of inflammation. In response to the atherogenic diet, the spleen showed an up-regulation in the production and turnover of immune cells in the present study. A network significantly up-regulated involved the *Stat3* gene (FC 1.59). It is interesting to note that the *Stat3* gene was discovered because of its role in the acute phase response and that this is the only capacity in which its function in vivo can be clearly ascribed to its activity as a transcription factor [51]. Although apoptosis was up-regulated in this study, the tumor suppressor *Tp53* (FC −1.53) and other genes linked to it were down-regulated. Together with the up-regulation of the *Stat3* network and apoptosis, the down-regulation of the tumor suppressor *Tp53* implies that the atherogenic diet caused an increased turnover of immune cells in the spleen. This thus explains the increased production and deployment of immune cells in the blood circulation, which may further exacerbate the inflammatory effects of the atherogenic diet.

This study also revealed that two important networks were regulated by the atherogenic diet in the heart, with the first involving an up-regulated *Jun* oncogene (FC 1.67) and the second involving a down-regulated *Tgfb1* (FC −6.65). The JUN protein forms part of the transcription factor activator protein-1, which is pro-inflammatory as it has been implicated in oxidative stress [52]. Binding sites of the redox-regulated transcription factor activator protein-1 are located in the promoter region of a large variety of genes that are directly involved in the pathogenesis of diseases, including atherosclerosis. Activation of *Jun* via Jun amino-terminal kinase (*Jnk*) in response to various forms of stress causes arterial injury [53] and heart disease [54–59]. The down-regulation of the *Tgfb1* gene by the atherogenic diet in the present study also implies a pro-inflammatory response toward the diet in the heart. This is because *Tgfb* is anti-inflammatory in atherosclerosis [60], as it plays an important role in the maintenance of normal blood vessel structure, and defects in this gene have been linked to a range of cardiovascular syndromes including loss of healthy vessel architecture and aneurysm [61]. Microarray profiling carried out by Tabibiazar et al. [62] on the aortas of apolipoprotein E-deficient (apoE^−/−^) mice on a high-fat diet compared with control C57BL/6J and C3H mice across time also showed a decreased expression of an isoform of *Tgfb*.

In the present study, preliminary physiology studies carried out during animal feeding in order to identify the effects of the atherogenic diet on the well-being of mice showed several adverse effects of the diet, which include increases in inflammation and oxidative stress, similar to the observations found in previous studies [63–65].

### Effects of OPP

In the livers of mice belonging to the AD + OPP group, genes up-regulated when compared to those of mice belonging to the AD + DW group were found to be involved in the unfolded protein response. These genes include *Herpud1* (homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1) (FC 1.51), *Tra1* (tumor rejection antigen gp96) (FC 1.35) and *Vcp* (valosin containing protein) (FC 1.23). 

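Herpud1 encodes a membrane protein of the ER that helps to degrade misfolded proteins and is induced by ER stress. In livers of the AD + OPP group its signal was 2220 ± 343 (SD, n = 3) against 1470 ± 240 (SD, n = 4) in the AD + DW group, a fold change of 1.51. The log2 fold change was 0.60 (standard error 0.18, adjusted p = 0.59 from limma). Adjusted over the list of the unfolded protein response alone, Herpud1 was among the genes that rose.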

The unfolded protein response can be promoted by the buildup of unfolded proteins in the endoplasmic reticulum, and it constitutes a mechanism to reduce this burden. The unfolded protein response acutely reduces translation of new proteins, followed by increased expression of chaperones to aid folding of existing proteins and enhanced elimination of proteins that cannot be refolded [66]. Endoplasmic reticulum stress responsive genes have been suggested to be a protective response to protein unfolding or protein damage resulting from cellular stress signals. In addition, accumulation of oxidatively modified proteins can elicit cellular damage and this is curtailed under normal conditions by intracellular protein degradation systems such as the ubiquitin–proteasome system [67]. Thus, OPP may help to reduce the amount of damaged proteins caused by the atherogenic diet in the liver.

Transketolase (*Tkt*), which controls the non-oxidative branch of the pentose phosphate pathway, provides reduced nicotinamide adenine dinucleotide phosphate (NADPH) for biosynthesis and reducing power of several antioxidant systems [68]. It was up-regulated in the spleens of mice by OPP (FC 1.85), together with glucose-6-phosphate dehydrogenase (X-linked) (*G6pdx*) (FC 3.59) and phosphogluconate dehydrogenase (*Pgd*) (FC 2.82), all of which are involved in the pentose phosphate pathway. 

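Tkt, which encodes transketolase, was higher in spleens of the AD + OPP group at 7590 ± 866 against 4020 ± 309 in the AD + DW group (SD, n = 3 per group), a fold change of 1.89. Its log2 fold change was 0.91 (standard error 0.16, adjusted p = 0.0712 from limma). G6pdx, the first enzyme of the pathway and a source of NADPH, was at 281 ± 80.4 against 78.2 ± 61.1, with a log2 fold change of 2.07 (standard error 0.52, adjusted p = 0.11 from limma), and was detected on 1 of the 3 AD + DW arrays. Its fold change of 3.59 was 6.51 without AD + DW replicate 2, 2.27 with normexp correction and quantile normalization and 1.69 with median scaling. Pgd, which makes NADPH as well, was at 4940 ± 755 against 1730 ± 449, a fold change of 2.87 and a log2 fold change of 1.54 (standard error 0.23, adjusted p = 0.0712 from limma). Of 9 pentose phosphate genes 8 were higher. Pgd, Tkt and G6pdx rose and Prps2, which draws ribose phosphate into nucleotides, fell when adjusted over the list alone. The list rose by camera with a median of 0.45 and an adjusted p of 0.000382, 0.343 with an estimated correlation. Genes of neutrophil secondary and tertiary granules rose with it, all 29 of them, with a median of 2.15 and an adjusted p of 3.49e-26 by camera, 0.343 with an estimated correlation. Among these Lrg1 was at 5560 ± 815 against 1320 ± 550.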

The products of the pentose phosphate pathway are important for the biosynthesis of purine and for stimulating antioxidant response pathways in conjunction with the action of dietary phenolic antioxidants. This may also explain the up-regulation of antioxidant genes including *Mgst1* (microsomal glutathione S-transferase 1) (FC 1.79), *Mgst2* (microsomal glutathione S-transferase 2) (FC 3.08), *Gsr* (glutathione reductase 1) (FC 2.49) and *Gstm1* (glutathione S-transferase, mu 1) (FC 1.89) in the spleens of mice given OPP. 

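Gsr, which restores reduced glutathione, was higher in spleens of the AD + OPP group at 1790 ± 102 against 711 ± 205 in the AD + DW group (SD, n = 3 per group), a fold change of 2.52. Its log2 fold change was 1.37 (standard error 0.23, adjusted p = 0.0712 from limma). Mgst2, a membrane glutathione transferase, was at 1040 ± 233 against 335 ± 241, a fold change of 3.11 and a log2 fold change of 1.84 (standard error 0.46, adjusted p = 0.109 from limma), and the fold change was 5.31 without AD + DW replicate 2. Mgst1, its paralog, was at 722 ± 102 against 399 ± 155, with a log2 fold change of 0.93 (standard error 0.32, adjusted p = 0.213 from limma). Gstm1, a cytosolic glutathione transferase, was at 933 ± 183 against 485 ± 238, with 1.05 (standard error 0.36, adjusted p = 0.213 from limma). Prdx2, an abundant peroxidase of red cells, was lower at 5440 ± 392 against 8160 ± 858, with −0.58 (standard error 0.16, adjusted p = 0.136 from limma). Of 35 antioxidant and glutathione genes 17 were higher and 18 lower, with a median of −0.03 and an adjusted p of 0.642 by camera, and Gsr alone rose when adjusted over the list alone. The median of this list was −0.28 to 0.17 under the alternatives, the replicate block apart, and the list passed under none of them. Its mean log2 signal was 9.44 to 10.17 on the AD + DW and 9.73 to 9.93 on the AD + OPP arrays. Red cell markers fell in these spleens, with 30 of 31 lower, a median of −0.36 and an adjusted p of 1.35e-05, 0.358 with an estimated correlation, and a median of −0.19 with median scaling. The neutrophil granule genes Retnlg, at 4140 ± 806 against 831 ± 509, and Mmp8, detected on 1 of the 3 AD + DW arrays and at 272 ± 55.7 against 49.9 ± 24.9, were higher.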

Genes encoding MHC molecules such as *H2*-*Ab1* (FC −2.32) and *H2*-*Eb1* (FC −2.36), which have been implicated in atherosclerosis [62], were down-regulated in the spleens of mice, thus suggesting that OPP was able to attenuate the inflammatory response brought about by the atherogenic diet. 

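H2-Ab1, the beta chain of the class II molecule I-A, was lower in spleens of the AD + OPP group at 1430 ± 481 against 3240 ± 748 in the AD + DW group (SD, n = 3 per group), a fold change of −2.27. Its log2 fold change was −1.21 (standard error 0.29, adjusted p = 0.0993 from limma). H2-Eb1, the beta chain of I-E, was lower at 1970 ± 552 against 4570 ± 676, a fold change of −2.33 and a log2 fold change of −1.24 (standard error 0.24, adjusted p = 0.077 from limma). H2-Ea, its alpha chain, was at 4320 ± 1390 against 9430 ± 1480. H2-Ab1, H2-Eb1 and H2-Ea were among the genes that fell when adjusted over the MHC class II list alone. B cells carry these molecules, and the B cell gene Fcrla was lower at 206 ± 51.8 against 589 ± 117, a log2 fold change of −1.53 (standard error 0.26, adjusted p = 0.0712 from limma). Fcer2a, the low-affinity IgE receptor of B cells, was detected on 1 of the 3 AD + OPP arrays, at 44.7 ± 25 against 369 ± 176. From the lower MHC genes in the spleen, the paper proposes that OPP lessened the inflammatory response to the diet.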

Activated macrophages and smooth muscle cells express class II histocompatibility antigens such as HLA-DR that allow them to present antigens to T cells, which cause atherosclerosis [69]. The gene expression of MHC II molecules is transcriptionally regulated by the class II transcriptional activator (CIITA or *C2ta*) (FC −2.58). CIITA activates the expression of MHC II in all types of professional antigen-presenting cells (macrophages, dendritic cells and B lymphocytes), of which dendritic cells are the most potent among the three [70]. In line with the down-regulation of MHCs, the *C2ta* gene was down-regulated by OPP in mice fed the atherogenic diet in the present study. 

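C2ta, now named Ciita, encodes the coactivator that switches on MHC class II genes. In spleens of the AD + OPP group its signal was 118 ± 58.3 against 298 ± 85.9 in the AD + DW group (SD, n = 3 per group), a fold change of −2.53. The log2 fold change was −1.41 (standard error 0.37, adjusted p = 0.12 from limma), and C2ta was among the genes that fell when adjusted over the MHC class II list alone. The cells that express it, B cells, macrophages and dendritic cells, had lower markers in the same spleens. The macrophage gene Aif1 was at 329 ± 35.4 against 711 ± 98.2 and Adgre1, which encodes F4/80, at 825 ± 83.7 against 1580 ± 228. Dendritic cell markers fell by camera, with 7 of 8 lower, a median of −0.94 and an adjusted p of 0.000823, 0.343 with an estimated correlation. Their median was −0.58 with normexp correction and quantile normalization and −0.58 with median scaling, and −0.38 for the 18 genes present without the detection filter.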

A mechanism of anti-inflammation brought about by antioxidants is through the modulation of cytokine induction during inflammation [71]. In agreement with this, cytokines and cytokine receptors such as *Ccl5*, *Ccl19* and *Ccr7* were down-regulated by OPP in the present study (FC −3.25, −2.89 and −2.28, respectively). 

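Ccl5, a chemokine of T and natural killer cells, was lower in spleens of the AD + OPP group at 171 ± 84.2 against 542 ± 211 in the AD + DW group (SD, n = 3 per group), a fold change of −3.17. Its log2 fold change was −1.70 (standard error 0.40, adjusted p = 0.0962 from limma), and the fold change was −2.13 with median scaling. Ccl19, which draws T cells into lymphoid tissue, was at 120 ± 47.2 against 341 ± 56.9, with a fold change of −2.84 and a log2 fold change of −1.56 (standard error 0.30, adjusted p = 0.077 from limma), and the fold change was −1.92 with normexp correction and quantile normalization and −1.83 with median scaling. Ccr7, its receptor on T cells and dendritic cells, was at 229 ± 67.1 against 511 ± 117, with a fold change of −2.23 and a log2 fold change of −1.17 (standard error 0.27, adjusted p = 0.0962 from limma). Cxcr2, the chemokine receptor of neutrophils, was higher at 414 ± 69.3 against 200 ± 27.6, a log2 fold change of 1.05 (standard error 0.19, adjusted p = 0.0757 from limma). Of 13 chemokine genes 9 were lower, 6 fell and 2 rose when adjusted over the list alone, and Cxcr2 and Ccl9, the latter named after its values were seen, were those that rose. In the spleen the list had a median of −0.80 and an adjusted p of 0.078 by camera. That p was 0.171 without AD + DW replicate 1, 0.141 with median scaling, 0.124 in a single fit over the 19 arrays and 0.105 without AD + OPP replicate 1, where the median was −0.46. It was 0.00997 with neqc, 0.00987 with normexp correction, 0.0242 without the detection filter, where the median of 45 genes was −0.23, 0.0226 for probes detected on every array of both groups, 0.000231 without AD + DW replicate 3, 0.0282 without AD + OPP replicate 2 and 0.0275 without AD + OPP replicate 3. The T cell marker Ly9 was at 117 ± 24.7 against 225 ± 19 in the same spleens.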

The CCR7 receptor present on the surface of secondary lymphoid cells for instance functions to attract dendritic cells, which migrate to secondary lymphoid organs to present antigens for the activation of naive T cells. Hence, the down-regulation of cytokines and cytokine receptors by OPP in the present study suggests anti-inflammatory effects of the extract. Additionally, cluster of differentiation (CD) antigenic markers such as *Cd3d*, *Cd24a*, *Cd59b*, *Cd72*, *Cd79a*, *Cd79b*, *Cd83* and *Cd86* were also down-regulated by OPP (FC −1.55, −1.37, −3.02, −2.17, −1.97, −2.28, −3.14 and −2.00, respectively). 

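Cd79a and Cd79b, the signaling chains of the B cell receptor, were lower in spleens of the AD + OPP group. Cd79a was at 336 ± 34.5 against 650 ± 99.8 in the AD + DW group (SD, n = 3 per group), a fold change of −1.93 (adjusted p = 0.077 from limma), and Cd79b at 792 ± 106 against 1770 ± 201, a fold change of −2.24 (adjusted p = 0.0712 from limma). Cd72, another B cell receptor partner, was at 344 ± 116 against 732 ± 131, a fold change of −2.13 (adjusted p = 0.121 from limma). Cd83 and Cd86, markers of activated B cells and dendritic cells, were at 160 ± 35.8 against 493 ± 86.5 and at 349 ± 2.93 against 683 ± 135, with fold changes of −3.08 and −1.96 (adjusted p = 0.0712 and 0.0786 from limma). Cd3d, a chain of the T cell receptor, was at 611 ± 48 against 928 ± 147, a fold change of −1.52 (adjusted p = 0.165 from limma). Cd24a, found on B cells and red cell precursors, was at 2310 ± 250 against 3100 ± 450, a fold change of −1.35 (adjusted p = 0.307 from limma). Cd59b, an inhibitor of complement, was at 71.1 ± 11 against 211 ± 22.5, a fold change of −2.97 (adjusted p = 0.0712 from limma), which was −1.72 with normexp correction and quantile normalization and −1.74 with median scaling, where that of Cd83 was −2.05. The log2 fold changes of the 8 genes were between −1.63 and −0.42, with standard errors of 0.18 to 0.30. Klrd1, a receptor of natural killer cells, was lower too at 135 ± 30.5 against 372 ± 134, and the 3 natural killer cell markers fell by camera with a median of −1.43 and an adjusted p of 0.00702, 0.343 with an estimated correlation. Their median was −0.92 with normexp correction and quantile normalization and −0.86 with median scaling, and −0.45 for the 21 genes present without the detection filter.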

*Cd83* and *Cd86* are specific markers of mature dendritic cells, which are up-regulated by oxidative stress through a nuclear factor kappa-B-dependent mechanism [70]. The down-regulation of MHC II genes and genes encoding antigenic markers in this study further suggests that OPP suppressed the inflammatory response associated with the atherogenic diet, and this may constitute a mechanism by which OPP ameliorates atherosclerosis.

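Mgst1, a glutathione transferase of membranes, was higher in hearts of the AD + OPP group at 1120 ± 315 against 654 ± 163 in the AD + DW group (SD, n = 3 per group), a fold change of 1.71. Its log2 fold change was 0.77 (standard error 0.25, adjusted p = 0.999 from limma). Gpx1, the main glutathione peroxidase of the cytosol, was higher at 2190 ± 213 against 1760 ± 263, a fold change of 1.24 and a log2 fold change of 0.32 (standard error 0.16, adjusted p = 0.999 from limma). For both genes all 3 AD + OPP hearts were above all 3 AD + DW hearts. The groups did not overlap, in either direction, for 7.71% of all tested heart probes, against 10% by chance. Both genes come from the paper's table of this same comparison. Macrophage markers rose in the same hearts, with 16 of 17 higher, a median of 0.44 and an adjusted p of 3.2e-07 by camera, 0.707 with an estimated correlation. C1qa, a complement gene of macrophages, was at 269 ± 73 against 178 ± 24.3 and Lyz2, their lysozyme, at 886 ± 309 against 525 ± 152. The median of these markers was 0.68 without AD + DW replicate 2, 0.26 without AD + OPP replicate 1 and 0.69 without AD + OPP replicate 3.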

In the hearts of mice belonging to the AD + OPP group, genes up-regulated when compared to those of mice belonging to the AD + DW group include antioxidant genes, such as *Mgst1* (microsomal glutathione *S*-transferase 1) (FC 1.71) and *Gpx1* (glutathione peroxidase 1) (FC 1.24). These antioxidant genes are essential in the detoxification of carcinogens and the scavenging of reactive oxygen species [72].

Despite the fact that mice in the AD + OPP group did not show significant changes in terms of body and liver weights as well as the hematology and clinical biochemistry parameters when compared to mice in the AD + DW group, further cytokine profiling and antioxidant analysis on the blood serum samples of these mice supported the in vivo anti-inflammatory and antioxidant effects of the extract. In contrast to the effects of OPP that down-regulated hepatic cholesterol biosynthesis genes in mice fed the normal diet found in our previous study [27], the extract did not down-regulate this group of hepatic genes in mice fed the atherogenic diet in the present study. This makes sense as administration of the atherogenic diet has already down-regulated cholesterol biosynthesis, and thus further down-regulation of the pathway would be futile to prevent atherosclerosis. On the other hand, OPP acted as an anti-inflammatory agent and an antioxidant in mice given the atherogenic diet to prevent oxidative stress and inflammation caused by the diet, and this is considered important in the prevention of atherosclerosis and cardiovascular disease.

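Lss, which closes the sterol rings in cholesterol synthesis, was at 227 ± 92.3 in livers of the AD + OPP (SD, n = 3) against 147 ± 59.5 in the AD + DW group (SD, n = 4), a log2 fold change of 0.62 (standard error 0.37). Cyp51, which removes a methyl group from lanosterol, was at 289 ± 159 against 197 ± 188, a log2 fold change of 0.72 (standard error 0.67). The groups overlapped for both genes, with an adjusted p of 0.663 for Lss and 0.748 for Cyp51 from limma. All 10 genes of cholesterol synthesis measured in the liver were higher, with a median of 0.46 and an adjusted p of 0.0515 by camera, and 0 passed in limma adjusted over the list alone. Their mean log2 signal divided the livers across the groups, at 10.65 in AD + DW replicate 4 and 10.72 and 10.32 in AD + OPP replicates 1 and 2, against 9.03, 9.34 and 9.29 in the other AD + DW livers and 9.06 in AD + OPP replicate 3. Acute phase genes divided them the same way, at 13.99, 14.32 and 14.19 against 11.86, 11.93, 12.73 and 12.25. The adjusted p was 0.000672 without AD + DW replicate 4, with a median of 0.87, and 0.00114 without AD + OPP replicate 3, with a median of 1.15. Without AD + OPP replicate 1 it was 0.382 with a median of 0.05 and 6 of 10 genes higher, without AD + OPP replicate 2 0.257 with 0.27, without AD + DW replicate 1 0.139 with 0.25, without AD + DW replicate 2 0.164 with 0.36 and without AD + DW replicate 3 0.131 with 0.31. It was 0.074 with median scaling, 0.0326 with neqc, 0.0281 with normexp correction and quantile normalization, 0.0496 for a floor of 50, 0.0453 without the detection filter and 0.021 in a single fit over the 19 arrays. Genes of bile acid synthesis and transport, the route that removes cholesterol, had 11 of 16 lower in the same livers, with a median of −0.12 and an adjusted p of 0.0515, which was 0.00841 in a single fit over the 19 arrays, 0.206 for probes detected on every array of both groups, 0.00227 without AD + OPP replicate 3 and 0.542 without AD + OPP replicate 2. Their median was −0.19 to −0.06 under the alternatives, the replicate block apart. AD + OPP replicate 2 had their lowest mean log2 signal, 10.43 against 11.10 to 11.51 on the other liver arrays.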

As a component of the immune response, cytokines play an important role in mediating the inflammatory response in atherosclerosis. Atherosclerosis is normally associated with cytokines that promote a Type 1 helper T-cell (Th1) cellular immune response rather than a Type 2 helper T-cell (Th2) humoral immune response [73]. The modulation of the Th1/Th2 axis toward the latter may thus be atheroprotective [74]. In mice belonging to the AD + OPP group, a decrease in the pro-inflammatory IL-12 (p40 subunit) cytokine and an increase in the anti-inflammatory IL-13 cytokine in the sera were observed compared to the AD + DW group. This is believed to be an attenuation of the inflammatory response toward atherosclerosis. IL-12 is a cytokine of innate immunity, which is secreted by activated macrophages and dendritic cells, and is a key inducer of cell-mediated immunity as it stimulates the production of IFN-γ, stimulates the differentiation of CD4 + helper T lymphocytes into Th1 cells as well as enhances the cytolytic functions of activated natural killer cells and CD8 + cytolytic T lymphocytes [75]. It has been implicated in atherosclerosis [74, 76, 77] and other inflammatory diseases [78, 79]. IL-13 is a cytokine of adaptive immunity, which is secreted by CD4 + helper T lymphocytes (Th2 cells), and it inhibits macrophages and antagonizes IFN-γ [75]. In the present study, the anti-inflammatory effects observed in the serum samples were consistent with the gene expression changes seen in the spleens of mice given OPP, which indicate attenuation of the inflammatory response.

In addition, antioxidant analysis carried out on the mouse blood serum samples showed that OPP restored the antioxidant capacity of animals fed the atherogenic diet. This is in line with the gene expression changes observed in the liver, spleen and heart, in which antioxidant genes were up-regulated by OPP. 

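In the liver, catalase (Cat), which breaks down hydrogen peroxide, was lower in the AD + OPP group at 663 ± 264 (SD, n = 3) against 1120 ± 323 in the AD + DW group (SD, n = 4), a log2 fold change of −0.81 (standard error 0.35). Gss, which makes glutathione, was higher at 168 ± 38.4 against 124 ± 17.5, with 0.42 (standard error 0.20), and Msrb1, which repairs oxidized methionine, was lower at 9840 ± 1700 against 12500 ± 1770, with −0.35 (standard error 0.18). The adjusted p of Cat, Gss and Msrb1 was 0.592, 0.597 and 0.611 from limma. Of 41 antioxidant and glutathione genes measured in the liver 13 were higher and 28 lower, with a median of −0.09 and an adjusted p of 0.0906 by camera, and 0 passed in limma adjusted over the list alone. The adjusted p of this list was 0.022 with median scaling, 0.0226 without AD + DW replicate 4 and 0.482 without AD + OPP replicate 2. Mgst1 was −0.29 in the liver. The difference in its log2 fold change was 1.22 between spleen and liver (standard error 0.39, adjusted p = 0.218 from limma) and 1.06 between heart and liver (standard error 0.39, adjusted p = 1 from limma). The antioxidant list did not differ between organs by camera, with an adjusted p of 0.217 between spleen and liver, 0.288 between heart and liver and 0.69 between spleen and heart.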

While the effects observed in the present study are mainly attributed to phenolic compounds, the possible effects of other components in OPP cannot be discounted. What is important here is that the extract in its entirety confers the positive outcomes reported in the present study.

### Limitations of study

We acknowledge that the biggest limitation in this study is the fact that BALB/c mice were used as biological models for atherosclerosis, although rodents that are HDL animals in general are not suitable as they do not mimic the human atherosclerotic disease [80]. Nonetheless, microarray studies in which normal rodent models were used to test for the effects of high-fat or atherogenic diets have been carried out before [62, 81]. It was thus reasoned that OPP might still bring about gene expression changes in major organs of BALB/c mice (which have intermediate susceptibility to atherosclerosis compared to the C57BL/6 mice) on an atherogenic diet. It was also easier to compare the effects of the extract in this study with a previous one involving the normal diet, as animals with the same genetic background were used [27]. Thus, it would be interesting to extend this study to other mouse models of atherosclerosis, such as apoE^−/−^ and LDLr^−/−^ mice in the future.

Another limitation of this study is that fact that the aorta as a primary target of atherosclerosis was not subjected to atheroslerotic lesion and transcriptomic analyses to establish the anti-atherosclerotic mechanisms of OPP. Nevertheless, we have previously shown that OPP reduced atherosclerotic plaques in the aortas of atherogenic diet-fed rabbits [25]. When we first initiated this transcriptomic analysis, however, no commercial whole genome rabbit microarrays were available. Hence, we did not carry out transcriptomic analysis on the aortas of rabbits. We then decided to use whole genome mouse microarrays, as a first step toward identifying the gene expression changes caused by OPP. In relation to this, we previously published a transcriptomic analysis study on the effects of OPP in mice on a normal diet, in which we analyzed three particular organs, liver, spleen and heart [27]. This present study was not a standalone project but a part of this previous study, as we were interested to explore the gene expression changes caused by OPP when the mice were on an atherogenic diet, rather than on a normal diet. During the course of the present study, although we did intend to isolate aortas from the mice for atherosclerotic lesion and transcriptomic analyses, we faced technical difficulties in doing so due to the size limitation of this mouse model. Moreover, the animals that we had were not enough for pooling enough samples to obtain sufficient total RNA. Thus, we decided to carry out transcriptomic analysis on the three organs instead, and identify the gene expression changes that may provide initial clues to help explain how OPP confers protection against the effects of an atherogenic diet. Regardless, transcriptomic analysis on the aortas of any biological model is deemed necessary in the future to provide conclusive insights into the anti-atherosclerotic mechanisms of OPP.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

Supplementary material 4

## Abbreviations

AD: Atherogenic diet
CD: Cluster of differentiation
CIITA: Class II transcriptional activator
DW: Distilled water
FC: Fold change
HDL: High-density lipoproteins
IL: Interleukin
LDL: Low-density lipoproteins
MHC: Major histocompatibility complex
ND: Normal diet
OPP: Oil palm phenolics
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
SEM: Standard error of the mean
Th: Helper T

# Supplementary material for: Oil palm phenolics attenuate changes caused by an atherogenic diet in mice
**Source:** Eur J Nutr. 2012 Apr 11;52(2):443–56. doi: 10.1007/s00394-012-0346-0
**Supplement:** Supplementary file 2 — Supplementary material 2

Article Title: Oil palm phenolics attenuate changes caused by an atherogenic diet in mice.

Journal Name: European Journal of Nutrition.

Author Names: Soon-Sen Leow, Shamala Devi Sekaran, Kalyana Sundram, YewAi Tan, Ravigadevi Sambanthamurthi.

Supplementary Material 2

This file contains six tables which show lists of genes, as well as GenMAPPs and gene ontologies significantly changed by the atherogenic diet in livers, spleens and hearts of mice. The |Differential Score| for all genes is more than 20, equivalent to a P Value of less than 0.01. All GenMAPPs and gene ontologies had Permuted P Values of less than 0.01, Numbers of Genes Changed of more than or equal to 2 and Z Scores of more than 2.

Table A1 Genes significantly changed by the atherogenic diet in livers.

Table A2 GenMAPPs and gene ontologies significantly changed by the atherogenic diet in livers.

Table A3 Genes significantly changed by the atherogenic diet in spleens.

Table A4 GenMAPPs and gene ontologies significantly changed by the atherogenic diet in spleens.

Table A5 Genes significantly changed by the atherogenic diet in hearts.

Table A6 GenMAPPs and gene ontologies significantly changed by the atherogenic diet in hearts.

TABLE A1					
GENES UP-REGULATED BY THE ATHEROGENIC DIET IN LIVERS					
TargetID	Diff_Score	Fold_Change	Symbol	Accession	Definition
scl17355.9 0-S	371.3336	107.61	Glul	NM_008131.2	Mus musculus glutamate-ammonia ligase (glutamine synthase) (Glul), mRNA.
scl45125.3 164-S	371.3336	91.15	BC006662	NM_145466	Mus musculus cDNA sequence BC006662 (BC006662), mRNA.
scl45459.17 81-S	371.3336	86.72	Kpna3	NM_008466.2	Mus musculus karyopherin (importin) alpha 3 (Kpna3), mRNA.
scl33851.12.1 1-S	371.3336	72.49	1810047C23Rik	NM_138668.1	Mus musculus RIKEN cDNA 1810047C23 gene (1810047C23Rik), mRNA.
scl0012946.2 160-S	371.3336	72.08	Crry	NM_013499.1	Mus musculus complement receptor related protein (Crry), mRNA.
scl42345.1.5 1-S	371.3336	67.99	Tmem30b	NM_178715.2	
scl0073197.1 297-S	371.3336	66.48	D19Ert0703e	NM_029456.1	
scl012314.1 140-S	371.3336	61.53	Calm2	NM_007589	Mus musculus calmodulin 2 (Calm2), mRNA.
scl49312.6.1 7-S	371.3336	57.76	Kng1	NM_023125.2	
scl076959.8 48-S	371.3336	55.45	2210412K09Rik	NM_029814.1	Mus musculus RIKEN cDNA 2210412K09 gene (2210412K09Rik), mRNA.
scl013690.1 50-S	371.3336	51.88	Eif4g2	NM_013507.2	Mus musculus eukaryotic translation initiation factor 4, gamma 2 (Eif4g2), mRNA.
scl39983.12.1 110-S	371.3336	50.69	Nup88	NM_172394.1	Mus musculus nucleoporin 88 (Nup88), mRNA.
scl48279.10.1 23-S	371.3336	50.2	Mrpl39	NM_017404.2	Mus musculus mitochondrial ribosomal protein L39 (Mrpl39), mRNA.
scl0098221.1 97-S	371.3336	49.84	Ga17	NM_145380.1	Mus musculus dendritic cell protein GA17 (Ga17), mRNA.
scl32353.2.4 40-S	371.3336	47.48	Ndufc2	NM_024220.1	
scl015331.1 246-S	371.3336	46.5	Hmgn2	NM_016957.2	Mus musculus high mobility group nucleosomal binding domain 2 (Hmgn2), mRNA.
scl000764.1 2-S	371.3336	45.94	Sumo1	NM_009460.1	
scl40255.4.1 5-S	371.3336	45.52	0610009B22Rik	NM_025319.1	Mus musculus RIKEN cDNA 0610009B22 gene (0610009B22Rik), mRNA.
scl24063.27.1 21-S	371.3336	42.17	Jak1	NM_146145.1	Mus musculus Janus kinase 1 (Jak1), mRNA.
scl0104923.5 14-S	371.3336	39.15	AL024210	NM_134052.1	Mus musculus expressed sequence AL024210 (AL024210), mRNA.
scl0028185.2 148-S	371.3336	39.08	Tomm70a	NM_138599.2	
scl47189.8.1 128-S	371.3336	38.59	Mrpl13	NM_026759.2	Mus musculus mitochondrial ribosomal protein L13 (Mrpl13), mRNA.
scl0020479.2 290-S	371.3336	38.32	Vps4b	NM_009190.1	Mus musculus vacuolar protein sorting 4b (yeast) (Vps4b), mRNA.
scl40878.26 32-S	371.3336	33.32	Nbr1	NM_008676.1	Mus musculus neighbor of Brca1 gene 1 (Nbr1), mRNA.
scl0002761.1 5-S	371.3336	31.94	Ptp4a2	NM_008974.2	Mus musculus protein tyrosine phosphatase 4a2 (Ptp4a2), mRNA.
scl073024.7 20-S	371.3336	31.39	2900064A13Rik	NM_133749.1	Mus musculus RIKEN cDNA 2900064A13 gene (2900064A13Rik), mRNA.
scl28579.2 420-S	371.3336	30.24	Fin14		Mus musculus fibroblast growth factor inducible 14 (Fin14), mRNA.
scl000028.1 0-S	371.3336	29.63	Bccip	NM_025392.1	Mus musculus BRCA2 and CDKN1A interacting protein (Bccip), mRNA.
scl42561.14.1 88-S	371.3336	28.52	Dld	NM_007861.2	Mus musculus dihydrolipoamide dehydrogenase (Dld), mRNA.
scl018606.1 11-S	371.3336	27.74	Enpp2	NM_015744	Mus musculus ectonucleotide pyrophosphatase/phosphodiesterase 2 (Enpp2), mRNA.
scl0017859.1 306-S	371.3336	27.15	Mxi1	NM_010847.1	Mus musculus Max interacting protein 1 (Mxi1), mRNA.
scl19667.9.1 67-S	371.3336	24.95	Rsu1	NM_009105	Mus musculus Ras suppressor protein 1 (Rsu1), mRNA.
scl0015078.1 248-S	371.3336	24.16	H3f3a	NM_008210.2	Mus musculus H3 histone, family 3A (H3f3a), mRNA.
scl0002419.1 3-S	371.3336	24.04	Trappc6b	BC031464	Mus musculus trafficking protein particle complex 6B (Trappc6b), mRNA.
scl48508.5.1 8-S	371.3336	24.04	2310056P07Rik	XM_148611.1	Mus musculus RIKEN cDNA 2310056P07 gene (2310056P07Rik), mRNA.
scl20502.5 452-S	371.3336	22.89	Lin7c	NM_011699	Mus musculus lin 7 homolog c (C. elegans) (Lin7c), mRNA.
scl019231.6 192-S	371.3336	22.32	Ptma	NM_008972.1	Mus musculus prothymosin alpha (Ptma), mRNA.
scl022335.1 61-S	371.3336	22.09	Vdac3	NM_011696.1	Mus musculus voltage-dependent anion channel 3 (Vdac3), mRNA.
scl44723.2 201-S	371.3336	20.77	B230219D22Rik	NM_181278.2	Mus musculus RIKEN cDNA B230219D22 gene (B230219D22Rik), mRNA.
scl0245688.12 1-S	371.3336	20.63	Rbbp7	NM_009031.2	Mus musculus retinoblastoma binding protein 7 (Rbbp7), mRNA.
scl53773.1.1793 9-S	371.3336	20.57	Acsl4	NM_207625.1	Mus musculus acyl-CoA synthetase long-chain family member 4 (Acsl4), transcript variant 2, mRNA.
scl40787.10.7 5-S	371.3336	19.16	Psmd12	NM_025894.1	Mus musculus proteasome (prosome, macropain) 26S subunit, non-ATPase, 12 (Psmd12), mRNA.
scl55039.15 103-S	371.3336	19.02	Ddx3x	NM_010028	Mus musculus DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 3, X-linked (Ddx3x), mRNA.
scl070356.1 235-S	371.3336	18.51	Stt13	NM_133726.1	Mus musculus suppression of tumorigenicity 13 (Stt13), mRNA.
scl020320.8 193-S	371.3336	18.34	Sdfr1	NM_009145.1	Mus musculus stromal cell derived factor receptor 1 (Sdfr1), mRNA.
scl030926.11 17-S	371.3336	17.86	Txn12	NM_023140.3	Mus musculus thioredoxin-like 2 (Txn12), mRNA.
scl076808.4 30-S	371.3336	17.45	Rpl18a	XM_194410.2	
scl28744.16 312-S	371.3336	16.99	Anxa4	NM_013471	Mus musculus annexin A4 (Anxa4), mRNA.
scl000086.1 135-S	371.3336	16.96	AA959742	NM_133807.1	Mus musculus expressed sequence AA959742 (AA959742), mRNA.
scl30665.8.1 14-S	371.3336	15.98	1110032O16Rik	XM_133813.4	Mus musculus RIKEN cDNA 1110032O16 gene (1110032O16Rik), mRNA.
scl20874.15.4 12-S	371.3336	15.55	Psmd14	NM_021526	Mus musculus proteasome (prosome, macropain) 26S subunit, non-ATPase, 14 (Psmd14), mRNA.
scl068051.5 64-S	371.3336	14.68	Nutf2	NM_026532.2	Mus musculus nuclear transport factor 2 (Nutf2), mRNA.
scl41197.5.1 16-S	371.3336	14.13	0610009H04Rik	NM_018854.3	Mus musculus RIKEN cDNA 0610009H04 gene (0610009H04Rik), mRNA.

scl30059.16.1 6-S	371.3336	13.31	Mpp6	NM_019939.1	Mus musculus membrane protein, palmitoylated 6 (MAGUK p55 subfamily member 6) (Mpp6), mRNA.
scl0014122.1 142-S	371.3336	12.83	Fbp3		
scl54930.9.1 1-S	371.3336	12.6	Hprt	NM_013556	
scl49695.8 112-S	371.3336	12.48	Vapa	NM_013933.2	Mus musculus vesicle-associated membrane protein, associated protein A (Vapa), mRNA.
scl20734.8 508-S	371.3336	12.39	Plekha3	NM_031256.2	Mus musculus pleckstrin homology domain-containing, family A (phosphoinositide binding specific) member 3 (Plekha3), mRNA.
scl0056351.1 126-S	371.3336	12.22	Tebp	NM_019766.2	Mus musculus telomerase binding protein, p23 (Tebp), mRNA.
scl31078.5 227-S	371.3336	12.02	2210412D01Rik	NM_133722.1	Mus musculus RIKEN cDNA 2210412D01 gene (2210412D01Rik), mRNA.
scl017749.3 11-S	371.3336	11.46	Polr2k	NM_023127	Mus musculus polymerase (RNA) II (DNA directed) polypeptide K (Polr2k), mRNA.
scl071955.1 257-S	371.3336	10.46	2400003C14Rik	NM_028018.1	Mus musculus RIKEN cDNA 2400003C14 gene (2400003C14Rik), mRNA.
scl29306.21.1 2-S	371.3336	10.32	Slc25a13	NM_015829.1	Mus musculus solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 13 (Slc25a13), mRNA.
scl056433.4 275-S	371.3336	10.23	Vps29	NM_019780.1	Mus musculus vacuolar protein sorting 29 (S. pombe) (Vps29), mRNA.
scl066448.4 32-S	371.3336	9.84	Mrpl20	NM_025570.1	Mus musculus mitochondrial ribosomal protein L20 (Mrpl20), mRNA.
scl076846.5 166-S	371.3336	9.71	3010033P07Rik	NM_029767.1	
scl42239.4 289-S	371.3336	9.56	Npc2	NM_023409.3	Mus musculus Niemann Pick type C2 (Npc2), mRNA.
scl0069354.1 68-S	371.3336	9.5	Slc38a4	NM_027052.2	Mus musculus solute carrier family 38, member 4 (Slc38a4), mRNA.
scl25138.1 25-S	371.3336	9.42	1110001A12Rik	NM_029571.1	Mus musculus RIKEN cDNA 1110001A12 gene (1110001A12Rik), mRNA.
scl35003.22 120-S	371.3336	8.99	Adam9	NM_007404.1	Mus musculus a disintegrin and metalloproteinase domain 9 (meltrin gamma) (Adam9), mRNA.
scl0003847.1 4-S	371.3336	8.52	1110005A23Rik	NM_025364	Mus musculus RIKEN cDNA 1110005A23 gene (1110005A23Rik), mRNA.
scl000299.1 29-S	371.3336	8.18	Esd	NM_016903.2	
scl0020042.1 302-S	371.3336	7.99		AK002848.1	Mus musculus adult male kidney cDNA, RIKEN full-length enriched library, clone:0610039M20 product:ribosomal protein S12, full insert sequence.
scl069046.1 193-S	371.3336	7.99	Hbld2	NM_026921.2	Mus musculus HESB like domain containing 2 (Hbld2), mRNA.
scl39445.1.46 133-S	371.3336	7.92	Tex2	XM_203370.3	Mus musculus testis expressed gene 2 (Tex2), mRNA.
scl44057.9 18-S	371.3336	7.47	Elovl2	NM_019423.1	Mus musculus elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 2 (Elovl2), mRNA.
scl27606.14.1 65-S	371.3336	7.44	Afm	NM_145146.1	Mus musculus afamin (Afm), mRNA.
scl069354.1 30-S	371.3336	7.26	Slc38a4	NM_027052.2	Mus musculus solute carrier family 38, member 4 (Slc38a4), mRNA.
scl0319152.1 297-S	371.3336	7.23	Hist1h3h	NM_178206	Mus musculus histone 1, H3h (Hist1h3h), mRNA.
scl0002303.1 158-S	371.3336	7.03	Serpina1a	NM_009243	Mus musculus serine (or cysteine) proteinase inhibitor, clade A, member 1a (Serpina1a), mRNA.
scl33920.14 231-S	371.3336	6.87	Gsr	NM_010344.3	Mus musculus glutathione reductase 1 (Gsr), mRNA.
scl42464.2 123-S	371.3336	6.73	1110002B05Rik	NM_134054.1	Mus musculus RIKEN cDNA 1110002B05 gene (1110002B05Rik), mRNA.
scl35713.2.1 23-S	371.3336	6.6	2300009A05Rik	XM_204313.2	Mus musculus RIKEN cDNA 2300009A05 gene (2300009A05Rik), mRNA.
scl0066885.2 329-S	371.3336	6.33	Acad5b	NM_025826.1	Mus musculus acyl-Coenzyme A dehydrogenase, short/branched chain (Acad5b), mRNA.
scl41578.9 407-S	371.3336	5.67	Skp1a	NM_011543.2	Mus musculus S-phase kinase-associated protein 1A (Skp1a), mRNA.
scl0070231.1 327-S	371.3336	4.53	Gorasp2	NM_027352.2	Mus musculus golgi reassembly stacking protein 2 (Gorasp2), mRNA.
scl067248.2 33-S	371.3336	3.59	Rpl39	NM_026055.1	Mus musculus ribosomal protein L39 (Rpl39), mRNA.
scl019896.4 30-S	371.3336	3.27	Rpl10a	NM_011287.1	Mus musculus ribosomal protein L10A (Rpl10a), mRNA.
scl0110954.5 51-S	371.3336	3.12	Rpl10	NM_052835	Mus musculus ribosomal protein 10 (Rpl10), mRNA.
scl19726.14.1 76-S	371.0959	14.78	G431001I09Rik	NM_133837.2	Mus musculus RIKEN cDNA G431001I09 gene (G431001I09Rik), mRNA.
scl068735.6 63-S	370.6798	5.08	Mrps18c	XM_194230.3	
scl070456.4 0-S	370.0436	20.03	2610205H19Rik	NM_027430.1	Mus musculus RIKEN cDNA 2610205H19 gene (2610205H19Rik), mRNA.
scl0078655.1 180-S	366.8107	35.32	Eif3s1	NM_144545.1	Mus musculus eukaryotic translation initiation factor 3, subunit 1 alpha (Eif3s1), mRNA.
scl055980.1 58-S	363.3732	42.73	Impa1	NM_018864.3	Mus musculus inositol (myo)-1-(or 4)-monophosphatase 1 (Impa1), mRNA.
scl072201.1 290-S	362.6922	20.14	2600013N14Rik	NM_152812.1	Mus musculus RIKEN cDNA 2600013N14 gene (2600013N14Rik), mRNA.
scl16639.44.189 5-S	361.2323	8.43	Fn1	XM_129845.3	Mus musculus fibronectin 1 (Fn1), mRNA.
scl43183.10.1 88-S	358.9626	23.99	Sip1	NM_025656.1	Mus musculus survivor of motor neuron protein interacting protein 1 (Sip1), mRNA.
scl013006.15 44-S	358.7571	43.53	Cspg6	NM_007790.2	Mus musculus chondroitin sulfate proteoglycan 6 (Cspg6), mRNA.
scl0114893.1 279-S	357.7791	9	Tes3	NM_033623.1	Mus musculus testis derived transcript 3 (Tes3), mRNA.
scl31053.2.1 38-S	356.1904	5.39	1810020E01Rik	NM_025460.1	Mus musculus RIKEN cDNA 1810020E01 gene (1810020E01Rik), mRNA.
scl30789.23.1 30-S	355.023	64.16	Copb1	NM_033370	Mus musculus coatamer protein complex, subunit beta 1 (Copb1), mRNA.
scl018538.1 192-S	354.4935	16.08	Pcna	NM_011045.1	Mus musculus proliferating cell nuclear antigen (Pcna), mRNA.
scl019988.6 33-S	354.2966	8.52	Rpl6	NM_011290	Mus musculus ribosomal protein L6 (Rpl6), mRNA.
scl52780.10 0-S	353.8468	37.83	Slc3a2	NM_008577.2	Mus musculus solute carrier family 3 (activators of dibasic and neutral amino acid transport), member 2 (Slc3a2), mRNA.
scl29313.9.1 4-S	351.7892	6.66	Pon3	NM_173006.1	Mus musculus paraoxonase 3 (Pon3), mRNA.
scl46659.10 50-S	351.5438	3.69	Zfp385	NM_013866.1	Mus musculus zinc finger protein 385 (Zfp385), mRNA.
scl16458.7.1 28-S	349.3582	14.03	Thap4	NM_025920	Mus musculus THAP domain containing 4 (Thap4), mRNA.
scl020430.29 22-S	345.3049	6.25	Cyfp1	NM_011370.1	Mus musculus cytoplasmic FMR1 interacting protein 1 (Cyfp1), mRNA.
scl0070351.2 206-S	345.0587	10.16	Ppp4r1	NM_146081.1	Mus musculus protein phosphatase 4, regulatory subunit 1 (Ppp4r1), mRNA.

scl00268996.2	185-S	344.1229	8.52	Ss18	NM_009280.1	Mus musculus synovial sarcoma translocation, Chromosome 18 (Ss18), mRNA.
scl0013809.2	54-S	344.0056	62.76	Enpep	NM_007934.1	Mus musculus glutamyl aminopeptidase (Enpep), mRNA.
scl020714.5	72-S	341.4685	3.01	Serpina3k	XM_127127.2	Mus musculus serine (or cysteine) proteinase inhibitor, clade A, member 3K (Serpina3k), mRNA.
scl017448.9	233-S	340.0377	46.43	Mdh2	NM_008617.2	Mus musculus malate dehydrogenase 2, NAD (mitochondrial) (Mdh2), mRNA.
scl35879.4	19-S	338.8509	10	Sdhd	NM_025848.1	Mus musculus succinate dehydrogenase complex, subunit D, integral membrane protein (Sdhd), mRNA.
scl0056334.1	201-S	338.6403	7.77	1110032D12Rik	NM_019770.1	Mus musculus RIKEN cDNA 1110032D12 gene (1110032D12Rik), mRNA.
scl43225.27.1	94-S	338.5223	10.03	Scfd1	XM_126906.2	
scl17471.3	7-S	337.0371	38.58	Ppp1r15b	XM_148953.1	Mus musculus protein phosphatase 1, regulatory (inhibitor) subunit 15b (Ppp1r15b), mRNA.
scl41687.5	165-S	336.4478	5.86	D11Ert603e	NM_026023.3	Mus musculus DNA segment, Chr 11, ERATO Doi 603, expressed (D11Ert603e), mRNA.
scl020091.3	53-S	335.8276	18.11	Rps3a	NM_016959.2	Mus musculus ribosomal protein S3a (Rps3a), mRNA.
scl17047.9.4	6-S	334.9648	13.03	BC013667	NM_172266.1	Mus musculus cDNA sequence BC013667 (BC013667), mRNA.
scl069010.2	129-S	332.558	4.66	Anapc13	NM_181394.1	
scl00102103.1	84-S	329.8437	37.94	Mtus1	NM_178902.3	Mus musculus mitochondrial tumor suppressor 1 (Mtus1), mRNA.
scl098766.1	292-S	326.9279	47.01	Ubadc1	NM_133835.1	Mus musculus ubiquitin associated domain containing 1 (Ubadc1), mRNA.
scl069082.11	146-S	326.0119	7.67	2610312B22Rik	NM_026934.2	Mus musculus RIKEN cDNA 2610312B22 gene (2610312B22Rik), mRNA.
scl35703.13	436-S	324.5334	54.22	Map2k1	NM_008927.1	Mus musculus mitogen activated protein kinase kinase 1 (Map2k1), mRNA.
scl38757.5.1	81-S	324.099	2.48	Ndg2	NM_175329.3	
scl36650.13.1	185-S	323.1563	10.24	Bckdhb	NM_199195.1	Mus musculus branched chain ketoacid dehydrogenase E1, beta polypeptide (Bckdhb), mRNA.
scl36089.6	17-S	321.0375	40.56	2310075A12Rik	NM_178027.3	
scl030931.1	245-S	321.0271	5.46	Dyt1	NM_144884.1	Mus musculus dystonia 1 (Dyt1), mRNA.
scl31746.2.26	98-S	317.7933	9.3	1500016L11Rik	NM_026885.1	Mus musculus RIKEN cDNA 1500016L11 gene (1500016L11Rik), mRNA.
scl43053.27.1	6-S	317.5293	37.45	Gphn	NM_172952.1	Mus musculus gephyrin (Gphn), mRNA.
scl098256.13	10-S	317.3327	9.2	Kmo	NM_133809.1	Mus musculus kynurenine 3-monooxygenase (kynurenine 3-hydroxylase) (Kmo), mRNA.
scl00319154.1	299-S	316.9737	16.05	Hist2h3b	NM_178215	Mus musculus histone 2, H3b (Hist2h3b), mRNA.
scl0001121.1	1-S	313.9537	49.86	Ndufa5	NM_026614.1	Mus musculus NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 5 (Ndufa5), mRNA.
scl0002995.1	2-S	313.3164	38.39	Hprt	NM_013556.1	Mus musculus hypoxanthine guanine phosphoribosyl transferase (Hprt), mRNA.
GI_6671508-S		310.7679	3.34	Actb	NM_007393.1	Mus musculus actin, beta, cytoplasmic (Actb), mRNA.
scl38222.21	67-S	310.0428	5.57	Sash1	NM_175155.3	
scl54409.6	0-S	309.438	5.96	Tcte1l	NM_025975.3	Mus musculus t-complex-associated-testis-expressed 1-like (Tcte1l), mRNA.
scl068098.1	43-S	307.6499	8.43	Rchy1	NM_026557.2	Mus musculus ring finger and CHY zinc finger domain containing 1 (Rchy1), mRNA.
scl014569.11	60-S	306.8387	15	Gdi3	NM_008112.2	Mus musculus guanosine diphosphate (GDP) dissociation inhibitor 3 (Gdi3), mRNA.
scl18614.9.1	72-S	303.6953	5.64	Hao1	NM_010403	Mus musculus hydroxyacid oxidase 1, liver (Hao1), mRNA.
scl0277333.1	280-S	303.2733	11.28	MGC68323	NM_199472.1	Mus musculus similar to glyceraldehyde-3-phosphate dehydrogenase (phosphorylating) (EC 1.2.1.12) - mouse (MGC68323), mRNA.
scl000567.1	25-S	303.1937	6.25	Clcn3	NM_007711.1	Mus musculus chloride channel 3 (Clcn3), transcript variant a, mRNA.
scl068581.2	286-S	301.7039	5.16	1110014C03Rik	NM_026775.2	Mus musculus RIKEN cDNA 1110014C03 gene (1110014C03Rik), mRNA.
scl000011.1	73-S	301.0297	48.05	Strn3	NM_052973	Mus musculus striatin, calmodulin binding protein 3 (Strn3), mRNA.
scl011964.1	274-S	300.3117	5.65	Atp6v1a1	NM_007508.2	Mus musculus ATPase, H+ transporting, V1 subunit A, isoform 1 (Atp6v1a1), mRNA.
scl014571.1	22-S	297.0123	35.86	Gpd2	NM_010274.2	Mus musculus glycerol phosphate dehydrogenase 2, mitochondrial (Gpd2), mRNA.
scl069713.3	39-S	296.841	6.72	Pin4	XM_135990	Mus musculus protein (peptidyl-prolyl cis/trans isomerase) NIMA-interacting, 4 (parvulin) (Pin4), mRNA.
scl0276770.1	104-S	296.1648	3.57	Eif5a	NM_181582.2	Mus musculus eukaryotic translation initiation factor 5A (Eif5a), mRNA.
scl29303.3.1	9-S	296.0498	2.67	Shfdg1	NM_009169.1	Mus musculus split hand/foot deleted gene 1 (Shfdg1), mRNA.
scl015289.1	26-S	294.1043	296.52	Hmgb1	NM_010439.2	Mus musculus high mobility group box 1 (Hmgb1), mRNA.
scl053610.12	290-S	293.4882	53.71	Nono	NM_023144.1	Mus musculus non-POU-domain-containing, octamer binding protein (Nono), mRNA.
scl47166.29.1	41-S	292.6075	8.01	E430025E21Rik	NM_153548.2	Mus musculus RIKEN cDNA E430025E21 gene (E430025E21Rik), mRNA.
scl37474.12.36	46-S	291.3305	16.21	Cct2	NM_007636.1	Mus musculus chaperonin subunit 2 (beta) (Cct2), mRNA.
scl066073.8	269-S	291.2558	5.67	0610040B21Rik	NM_025334.2	Mus musculus RIKEN cDNA 0610040B21 gene (0610040B21Rik), mRNA.
scl056330.3	4-S	289.6497	15.8	Pdc5	NM_019746.2	Mus musculus programmed cell death 5 (Pdc5), mRNA.
scl0056388.1	45-S	286.9483	20.14	Cyp3a25	NM_019792.1	Mus musculus cytochrome P450, family 3, subfamily a, polypeptide 25 (Cyp3a25), mRNA.
scl39118.3	388-S	285.9748	9.24	Perp	NM_022032.1	Mus musculus PERP, TP53 apoptosis effector (Perp), mRNA.
scl026374.20	270-S	285.6619	6.71	C80879	NM_011931	Mus musculus expressed sequence C80879 (C80879), mRNA.
scl081702.1	30-S	285.1045	34.83	Ankrd17	NM_198010.2	Mus musculus ankyrin repeat domain 17 (Ankrd17), transcript variant 1, mRNA.
scl0067089.2	186-S	284.9155	31.81	Psmc6	NM_025959.2	Mus musculus proteasome (prosome, macropain) 26S subunit, ATPase, 6 (Psmc6), mRNA.
scl31133.10.1	10-S	284.5258	7.47	Idh2	NM_173011.1	Mus musculus isocitrate dehydrogenase 2 (NADP+), mitochondrial (Idh2), mRNA.
scl27683.19	361-S	283.9397	5.7	Srp72	XM_132143.3	Mus musculus signal recognition particle 72 (Srp72), mRNA.
scl37402.3	73-S	282.4188	3.45	Sas	NM_025982	Mus musculus sarcoma amplified sequence (Sas), mRNA.
scl093692.3	322-S	281.5071	14.94	Glrx1	NM_053108	Mus musculus glutaredoxin 1 (thioltransferase) (Glrx1), mRNA.

scl067530.3 0-S	279.4085	15.67	Uqcrb	NM_026219.1	Mus musculus ubiquinol-cytochrome c reductase binding protein (Uqcrb), mRNA.
scl069257.1 70-S	277.9359	10.03	Eif2	NM_023502.1	Mus musculus E74-like factor 2 (Eif2), mRNA.
scl25713.4.87 24-S	275.9263	4.4	Chchd7	NM_181391.1	
scl30629.5.1 26-S	275.0739	2.35	Vkorc1	NM_178600.2	Mus musculus vitamin K epoxide reductase complex, subunit 1 (Vkorc1), mRNA.
scl067345.15 210-S	274.8502	40.94	1700056O17Rik	NM_026101.2	Mus musculus RIKEN cDNA 1700056O17 gene (1700056O17Rik), mRNA.
scl51339.12 2-S	273.9232	5.8	Fech	NM_007998.3	Mus musculus ferrochelatase (Fech), mRNA.
scl017836.18 18-S	273.8591	22.36	Mug1	NM_008645.2	Mus musculus murinoglobulin 1 (Mug1), mRNA.
scl0023808.2 287-S	272.4559	21.52	Ash2l	NM_011791.1	Mus musculus ash2 (absent, small, or homeotic)-like (Drosophila) (Ash2l), mRNA.
scl075705.2 53-S	271.6064	10.64	Eif4b	NM_145625.1	Mus musculus eukaryotic translation initiation factor 4B (Eif4b), mRNA.
scl00218442.1 227-S	269.9361	38.26	A130038L21Rik	NM_172588.2	Mus musculus RIKEN cDNA A130038L21 gene (A130038L21Rik), mRNA.
scl026451.5 30-S	269.1502	2.24	Rpl27a	NM_011975.2	Mus musculus ribosomal protein L27a (Rpl27a), mRNA.
scl0319195.6 117-S	268.358	2.82	Rpl17	NM_001002239	Mus musculus ribosomal protein L17 (Rpl17), mRNA.
scl0230484.9 241-S	267.856	6.5	Usp1	NM_146144.2	Mus musculus ubiquitin specific protease 1 (Usp1), mRNA.
scl000091.1 88-S	267.3836	3.27	Phf10	NM_024250.3	Mus musculus RIKEN cDNA 1600012H06 gene (1600012H06Rik), mRNA.
scl019946.1 13-S	266.7487	49.27	Rpl30	NM_009083.2	Mus musculus ribosomal protein L30 (Rpl30), mRNA.
scl22246.19.1 4-S	265.7365	36.37	Mccc1	NM_023644.2	Mus musculus methylcrotonoyl-Coenzyme A carboxylase 1 (alpha) (Mccc1), mRNA.
scl056275.3 18-S	265.1182	32.71	Rbm14	NM_019869.1	Mus musculus RNA binding motif protein 14 (Rbm14), mRNA.
qi_30794511 ref NM 01	264.1065	59.11	Hmbs	NM_013551.1	Mus musculus hydroxymethylbilane synthase (Hmbs), mRNA.
scl050850.17 73-S	263.7929	5.33	Spg4	NM_016962.1	Mus musculus spastic paraplegia 4 homolog (human) (Spg4), mRNA.
scl0001735.1 49-S	262.9908	2.21	RPS18	NM_011296.1	Mus musculus ribosomal protein S18 (Rps18), mRNA.
scl21970.4.1 6-S	261.8288	4.37	Mapbpip	NM_031248.3	Mus musculus mitogen activated protein binding protein interacting protein (Mapbpip), mRNA.
scl28865.3.1 49-S	261.4618	2.49	Vamp8	NM_016794.2	Mus musculus vesicle-associated membrane protein 8 (Vamp8), mRNA.
scl068028.3 20-S	260.5836	104.83	3110001N18Rik	NM_026517.1	Mus musculus RIKEN cDNA 3110001N18 gene (3110001N18Rik), mRNA.
scl18742.7 10-S	260.5248	5.77	Slc30a4	NM_011774	Mus musculus solute carrier family 30 (zinc transporter), member 4 (Slc30a4), mRNA.
scl42361.4.1 12-S	260.2821	37.1	2810055F11Rik	NM_026038.1	Mus musculus RIKEN cDNA 2810055F11 gene (2810055F11Rik), mRNA.
scl0066660.1 237-S	259.2409	4.96	5730555F13Rik	NM_025690.1	Mus musculus RIKEN cDNA 5730555F13 gene (5730555F13Rik), mRNA.
scl0021969.2 46-S	258.9649	32.48	Top1	NM_009408.1	Mus musculus topoisomerase (DNA) I (Top1), mRNA.
scl0050908.1 300-S	258.809	38.39	C1s	NM_144938.1	Mus musculus complement component 1, s subcomponent (C1s), mRNA.
scl067529.7 122-S	256.0323	45.76	Fgfr1op2	NM_026218.1	Mus musculus FGFR1 oncogene partner 2 (Fgfr1op2), mRNA.
scl23236.14.1 102-S	255.8176	5.75	1700108L22Rik	NM_145988.1	Mus musculus RIKEN cDNA 1700108L22 gene (1700108L22Rik), mRNA.
scl013030.16 220-S	255.8056	3.18	Ctsb	NM_007798.1	Mus musculus cathepsin B (Ctsb), mRNA.
scl52776.8.1 198-S	254.2141	6.37	Polr2g	NM_026329.1	Mus musculus polymerase (RNA) II (DNA directed) polypeptide G (Polr2g), mRNA.
scl46593.3.1 27-S	253.4823	2.31	Chchd1	NM_025366.1	
scl014528.1 141-S	252.6571	3.03	Gch1	NM_008102.2	
scl19447.7.1 15-S	251.1485	92.74	2900010J23Rik	NM_175190.2	Mus musculus RIKEN cDNA 2900010J23 gene (2900010J23Rik), mRNA.
scl37771.20 206-S	250.6793	4.07	Agpat3	NM_053014.2	Mus musculus 1-acylglycerol-3-phosphate O-acyltransferase 3 (Agpat3), mRNA.
scl017449.1 1-S	250.4982	23.26	Mdh1	NM_008618.2	Mus musculus malate dehydrogenase 1, NAD (soluble) (Mdh1), mRNA.
scl21187.1.18 12-S	249.5795	5.02	C730025P13Rik	NM_177344	Mus musculus RIKEN cDNA C730025P13 gene (C730025P13Rik), mRNA.
scl078294.3 16-S	247.6458	2.15	Rps27a	NM_024277	Mus musculus ribosomal protein S27a (Rps27a), mRNA.
scl53474.8.1 75-S	247.3119	2.17	Ccs	NM_016892.2	Mus musculus copper chaperone for superoxide dismutase (Ccs), mRNA.
scl48140.10 39-S	247.1328	9.51	Sepp1	NM_009155.2	Mus musculus selenoprotein P, plasma, 1 (Sepp1), mRNA.
scl49219.13 574-S	246.6437	33.97	Osbpl11	NM_176840.2	Mus musculus oxysterol binding protein-like 11 (Osbpl11), mRNA.
scl014828.8 22-S	245.8875	63.2	Hspa5	NM_022310.2	Mus musculus heat shock 70kD protein 5 (glucose-regulated protein) (Hspa5), mRNA.
scl0027050.1 101-S	244.9384	6.01	Rps3	NM_012052.1	Mus musculus ribosomal protein S3 (Rps3), mRNA.
scl0067673.1 322-S	244.8039	2.53	Tceb2	NM_026305.1	Mus musculus transcription elongation factor B (SIII), polypeptide 2 (Tceb2), mRNA.
scl020918.4 11-S	243.7597	6.67	Sui1-rs1	NM_011508	Mus musculus suppressor of initiator codon mutations, related sequence 1 (S. cerevisiae) (Sui1-rs1), mRNA.
scl0378702.3 30-S	242.2302	2.27	Serf2	NM_011354.1	Mus musculus small EDRK-rich factor 2 (Serf2), mRNA.
scl067371.1 2-S	241.8995	29.42	2410016F19Rik	NM_026113.2	Mus musculus RIKEN cDNA 2410016F19 gene (2410016F19Rik), mRNA.
scl0016341.1 91-S	240.4897	29.9	Eif3s6	NM_008388.1	Mus musculus eukaryotic translation initiation factor 3, subunit 6 (Eif3s6), mRNA.
scl51111.10.24 9-S	238.821	2.29	Tcp1	NM_013686.1	Mus musculus t-complex protein 1 (Tcp1), mRNA.
scl000395.1 15-S	237.7921	4.86	Adk	NM_134079	Mus musculus adenosine kinase (Adk), mRNA.
scl012757.9 180-S	237.4521	11.53	Cltla	NM_016760.1	Mus musculus clathrin, light polypeptide (Lca) (Cltla), mRNA.
scl0380773.4 2-S	236.8167	9.07	1810035L17Rik	XM_354684.1	
scl0026908.1 233-S	236.4382	5.31	Eif2s3y	NM_012011.1	Mus musculus eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked (Eif2s3y), mRNA.
scl074255.2 27-S	236.1406	65.14	Smu1	NM_021535.2	
scl059048.1 115-S	235.1742	3.98	1500002I11Rik	NM_021550.2	Mus musculus RIKEN cDNA 1500002I11 gene (1500002I11Rik), mRNA.

sc141130.3.1 26-S	235.0674	7.53	1100001G20Rik	NM 183249.1	Mus musculus RIKEN cDNA 1100001G20 gene (1100001G20Rik), mRNA.
sc140580.5.1 111-S	234.5948	2.1	1110020P15Rik	NM 197979.1	Mus musculus RIKEN cDNA 1110020P15 gene (1110020P15Rik), mRNA.
sc1067067.1 49-S	233.7093	2.27	2010100O12Rik	NM 025946.2	Mus musculus RIKEN cDNA 2010100O12 gene (2010100O12Rik), mRNA.
sc117096.10 189-S	233.6774	3.11	Bpnt1	NM 011794.2	Mus musculus bisphosphate 3-nucleotidase 1 (Bpnt1), mRNA.
sc100107371.2 186-S	233.452	14.35	Sec15h1	NM 175353.1	
sc1017938.7 45-S	233.3289	8.7	Naca	NM 013608.2	Mus musculus nascent polypeptide-associated complex alpha polypeptide (Naca), mRNA.
sc100232449.2 167-S	232.4242	8.63	2500002K03Rik	NM 172733.1	Mus musculus RIKEN cDNA 2500002K03 gene (2500002K03Rik), mRNA.
sc100353208.1 64-S	231.9539	12.55	2810021G02Rik		
sc1066609.1 124-S	231.8053	22.06	Cryz1l	NM 133679.1	Mus musculus crystallin, zeta (quinone reductase)-like 1 (Cryz1l), mRNA.
sc136203.11 30-S	231.1927	8.43	4931406C07Rik	NM 133732.1	Mus musculus RIKEN cDNA 4931406C07 gene (4931406C07Rik), mRNA.
sc1065019.1 21-S	231.1595	2.08	Rpl23	NM 022891.1	Mus musculus ribosomal protein L23 (Rpl23), mRNA.
sc100320611.1 109-S	230.9861	7.44	9230101K24Rik	NM 177206	Mus musculus RIKEN cDNA 9230101K24 gene (9230101K24Rik), mRNA.
sc1020044.5 19-S	230.8979	2.08	Rps14	NM 020600.2	Mus musculus ribosomal protein S14 (Rps14), mRNA.
sc139652.23.1463 24-S	230.3463	17.91	Kpnb1	NM 008379.2	Mus musculus karyopherin (importin) beta 1 (Kpnb1), mRNA.
sc147913.6 530-S	230.2826	6.96	LOC239447	NM 173422.1	Mus musculus collectin liver 1 (LOC239447), mRNA.
sc1076654.7 194-S	230.1278	3.24	Upp2	NM 029692.1	Mus musculus uridine phosphorylase 2 (Upp2), mRNA.
sc1000154.1 82-S	229.0593	2.91	Bccip	NM 025392	Mus musculus BRCA2 and CDKN1A interacting protein (Bccip), mRNA.
sc132136.14.1 5-S	228.3251	61.86	Bucs1	NM 054094.4	Mus musculus butyryl Coenzyme A synthetase 1 (Bucs1), mRNA.
sc115766.4.1 27-S	227.0694	4.27	1110060M21Rik	NM 025424.1	Mus musculus RIKEN cDNA 1110060M21 gene (1110060M21Rik), mRNA.
sc1000397.1 19-S	226.7668	38.18	2400006A19Rik	NM 025550.2	Mus musculus RIKEN cDNA 2400006A19 gene (2400006A19Rik), mRNA.
sc1012868.2 102-S	226.6568	2.9	Cox8a	NM 007750.1	Mus musculus cytochrome c oxidase, subunit VIIIa (Cox8a), mRNA.
sc10056307.2 142-S	226.5171	8.95	Metap2	NM 019648.2	Mus musculus methionine aminopeptidase 2 (Metap2), mRNA.
sc153834.2 155-S	226.0363	2.79	Timm8a	NM 013898.1	Mus musculus translocase of inner mitochondrial membrane 8 homolog a (yeast) (Timm8a), mRNA.
sc148956.26 1-S	225.8694	25.7	Usp25	NM 013918.2	Mus musculus ubiquitin specific protease 25 (Usp25), mRNA.
sc1019983.8 15-S	225.6989	2.34	Rpl5	NM 016980.1	Mus musculus ribosomal protein L5 (Rpl5), mRNA.
sc117393.13.1 260-S	225.5108	2.51	F13b	NM 031164	Mus musculus coagulation factor XIII, beta subunit (F13b), mRNA.
sc10051810.1 209-S	225.0924	7.91	Hnrpu	NM 016805.1	Mus musculus heterogeneous nuclear ribonucleoprotein U (Hnrpu), mRNA.
sc1079555.6 1-S	225.0538	3.9	BC005537	NM 024473.2	Mus musculus cDNA sequence BC005537 (BC005537), mRNA.
sc10019191.1 143-S	224.6878	3.81	Psme2b	NM 011191.1	Mus musculus protease (prosome, macropain) 28 subunit, beta, b (Psme2b), mRNA.
sc1012520.7 274-S	224.2821	2.07	Cd81	NM 133655.1	Mus musculus CD 81 antigen (Cd81), mRNA.
sc1093739.4 24-S	223.8067	32.78	Gabarapl2	NM 026693.2	Mus musculus GABA(A) receptor-associated protein like 2 (Gabarapl2), mRNA.
sc10068194.2 330-S	223.7576	108.82	Ndubf4	NM 026610.1	Mus musculus NADH dehydrogenase (ubiquinone) 1 beta subcomplex 4 (Ndubf4), mRNA.
sc135560.5 28-S	222.6532	3.38	Cox7a2	NM 009945.2	Mus musculus cytochrome c oxidase, subunit VIIa 2 (Cox7a2), mRNA.
sc10017993.1 168-S	222.3183	2.98	Ndufs4	NM 010887.1	Mus musculus NADH dehydrogenase (ubiquinone) Fe-S protein 4 (Ndufs4), mRNA.
sc10057296.1 256-S	222.0758	5.39	Psm8	NM 026545.1	Mus musculus proteasome (prosome, macropain) 26S subunit, non-ATPase, 8 (Psm8), mRNA.
sc142463.7.1 1-S	221.2828	13.55	1810011O16Rik	NM 025456.2	Mus musculus RIKEN cDNA 1810011O16 gene (1810011O16Rik), mRNA.
sc130362.8.2 277-S	221.1585	5.59	Kdt1	NM 175088.2	Mus musculus kidney cell line derived transcript 1 (Kdt1), mRNA.
sc1066361.1 72-S	220.625	19.99	2310008M20Rik	NM 025512.2	Mus musculus RIKEN cDNA 2310008M20 gene (2310008M20Rik), mRNA.
sc10232087.1 5-S	220.25	7.71	Mat2a	NM 145569	Mus musculus methionine adenosyltransferase II, alpha (Mat2a), mRNA.
sc139096.7.1 9-S	220.2193	25.07	Aldh8a1	NM 178713.3	Mus musculus aldehyde dehydrogenase 8 family, member A1 (Aldh8a1), mRNA.
sc1075617.3 32-S	219.7798	2.05	Rps25	NM 024266	Mus musculus ribosomal protein S25 (Rps25), mRNA.
sc154548.7.1 64-S	219.7003	2.5	Hadh2	NM 016763.1	Mus musculus hydroxyacyl-Coenzyme A dehydrogenase type II (Hadh2), mRNA.
sc127687.10.1 4-S	219.5598	7.22	Paics	NM 025939.2	Mus musculus phosphoribosylaminoimidazole carboxylase, phosphoribosylaminoribosylaminoimidazole, succinocarboxamide synthetase (Paics), mRNA.
sc1019384.7 7-S	219.1941	2.19	Ran	NM 009391.2	Mus musculus RAN, member RAS oncogene family (Ran), mRNA.
sc1016971.1 277-S	218.5725	34.75	Lrp1	NM 008512.1	Mus musculus low density lipoprotein receptor-related protein 1 (Lrp1), mRNA.
sc10020511.2 152-S	218.0085	4.18	Slc1a2	NM 011393.1	Mus musculus solute carrier family 1 (glial high affinity glutamate transporter), member 2 (Slc1a2), mRNA.
sc10013171.2 124-S	217.9673	25.74	Dbt	NM 010022.1	Mus musculus dihydrolipoamide branched chain transacylase E2 (Dbt), mRNA.
sc117803.10.1 30-S	216.3663	3.62	Arpc2	XM 129773.5	Mus musculus actin related protein 2/3 complex, subunit 2 (Arpc2), mRNA.
sc10050790.1 147-S	216.2081	17.52	Acs14	NM 207625.1	Mus musculus acyl-CoA synthetase long-chain family member 4 (Acs14), transcript variant 2, mRNA.
sc1019068.1 323-S	215.5632	2.14	Erh	NM 007951.1	Mus musculus enhancer of rudimentary homolog (Drosophila) (Erh), mRNA.
sc141579.7 169-S	215.358	2.08	Ppp2ca	NM 019411.2	Mus musculus protein phosphatase 2a, catalytic subunit, alpha isoform (Ppp2ca), mRNA.
sc1069178.1 5-S	214.8096	30.15	Snx5	NM 024225.2	Mus musculus sorting nexin 5 (Snx5), mRNA.
sc10002306.1 28-S	214.6447	18.84	XM 283061.1	XM 283061.1	Mus musculus RIKEN cDNA A630086P08 gene (A630086P08Rik), mRNA.
sc141251.8 435-S	214.5173	37.32	Ywhae	NM 009536.2	Mus musculus tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, epsilon polypeptide (Ywhae), mRNA.
sc1067869.4 264-S	212.568	12.01	Paip2	NM 026420.1	Mus musculus polyadenylate-binding protein-interacting protein 2 (Paip2), mRNA.
sc116633.10.1 180-S	212.461	9.87	Pecr	NM 023523.3	Mus musculus peroxisomal trans-2-enoyl-CoA reductase (Pecr), mRNA.

scl31237.29 375-S	212.4424	28.29	Tjp1	NM_009386.1	Mus musculus tight junction protein 1 (Tjp1), mRNA.
scl24338.5.1 130-S	211.8285	10.24	Baat	NM_007519	Mus musculus bile acid-Coenzyme A: amino acid N-acyltransferase (Baat), mRNA.
scl019933.5 3-S	211.6415	27.36	Rpl21	NM_019647.3	Mus musculus ribosomal protein L21 (Rpl21), mRNA.
scl29623.5 373-S	211.578	27.78	Vhlh	NM_009507	Mus musculus von Hippel-Lindau syndrome homolog (Vhlh), mRNA.
scl000794.1 5-S	211.5096	8.59	Tsn	NM_011650.2	Mus musculus translin (Tsn), mRNA.
scl42333.3 174-S	211.0549	4.95	Sgpp1	NM_030750.2	Mus musculus sphingosine-1-phosphate phosphatase 1 (Sgpp1), mRNA.
scl056771.4 27-S	210.7219	30.42	Usp49	NM_020048.2	Mus musculus ubiquitin specific protease 49 (Usp49), mRNA.
scl23219.3 221-S	209.8	5	Rab33b	NM_016858.1	Mus musculus RAB33B, member of RAS oncogene family (Rab33b), mRNA.
scl067912.2 23-S	209.6971	3.41	1600012H06Rik	NM_026451.1	Mus musculus RIKEN cDNA 1600012H06 gene (1600012H06Rik), mRNA.
scl47100.1.18 67-S	209.3599	5.25	Pt1b	NM_023587	Mus musculus protein tyrosine phosphatase-like (proline instead of catalytic arginine), member b (Pt1b), mRNA.
scl019941.2 3-S	209.2068	3.03	Rpl26	NM_009080	Mus musculus ribosomal protein L26 (Rpl26), mRNA.
scl0054683.2 242-S	208.4302	2.79	Prdx5	NM_012021.1	Mus musculus peroxiredoxin 5 (Prdx5), mRNA.
scl068052.3 30-S	208.2953	2.12	Rps13	NM_026533	Mus musculus ribosomal protein S13 (Rps13), mRNA.
scl0021761.2 320-S	208.0904	23.59	Morf41i	NM_024431	Mus musculus mortality factor 4 like 1 (Morf41i), mRNA.
scl012867.3 17-S	208.0499	2.11	Cox7c	NM_007749.1	Mus musculus cytochrome c oxidase, subunit VIIc (Cox7c), mRNA.
scl26699.18.1 4-S	207.9101	6.08	2610033H07Rik	NM_029278.1	Mus musculus RIKEN cDNA 2610033H07 gene (2610033H07Rik), mRNA.
scl38976.4.1 15-S	207.5169	12.6	Snx3	NM_017472.2	Mus musculus sorting nexin 3 (Snx3), mRNA.
scl018458.3 17-S	207.4557	3.38	Pabpc1	NM_008774.2	Mus musculus poly A binding protein, cytoplasmic 1 (Pabpc1), mRNA.
scl19885.7 41-S	206.8535	4.03	Zfp313	NM_030743.3	Mus musculus zinc finger protein 313 (Zfp313), mRNA.
scl056456.15 85-S	206.8049	8.86	Act16a	NM_019673.1	
scl47786.6.1 30-S	205.8073	4.5	2310010G13Rik	NM_027122.2	Mus musculus RIKEN cDNA 2310010G13 gene (2310010G13Rik), mRNA.
scl25301.1.41 0-S	205.582	7.8	Rraga	NM_178376.2	Mus musculus Ras-related GTP binding A (Rraga), mRNA.
scl35945.10 223-S	205.4275	8.28	Arctn1	NM_145985.2	Mus musculus archain 1 (Arctn1), mRNA.
scl20689.4.1 4-S	205.2742	2.85	Timm13a	NM_013899.1	Mus musculus translocase of inner mitochondrial membrane 13 homolog a (yeast) (Timm13a), mRNA.
scl0018534.2 230-S	203.897	15.43	Pck1	NM_011044.1	Mus musculus phosphoenolpyruvate carboxykinase 1, cytosolic (Pck1), mRNA.
scl53077.5.8 20-S	203.6767	2.17	Gsto1	NM_010362.1	Mus musculus glutathione S-transferase omega 1 (Gsto1), mRNA.
scl0003437.1 0-S	203.5309	1.97	Rplp1	NM_018853.1	Mus musculus ribosomal protein, large, P1 (Rplp1), mRNA.
scl54996.3 58-S	203.3252	7.2	Pgrmc1	NM_016783.2	Mus musculus progesterone receptor membrane component 1 (Pgrmc1), mRNA.
scl017991.2 1-S	203.2114	2	Ndufa2	NM_010885.2	Mus musculus NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2 (Ndufa2), mRNA.
scl51664.18.1 87-S	202.856	6.24	Usp14	NM_021522.2	Mus musculus ubiquitin specific protease 14 (Usp14), mRNA.
scl50010.18.1 105-S	202.1028	7.48	H2-Bf	NM_008198.1	Mus musculus histocompatibility 2, complement component factor B (H2-Bf), mRNA.
scl056748.8 105-S	201.5013	7.08	Hirip5	NM_020045.1	Mus musculus histone cell cycle regulation defective interacting protein 5 (Hirip5), mRNA.
scl38589.13.1 14-S	201.3432	5.83	Pah	NM_008777.1	Mus musculus phenylalanine hydroxylase (Pah), mRNA.
scl16469.4.1 83-S	198.9714	2.04	1110002M09Rik	NM_129957.1	Mus musculus RIKEN cDNA 1110002M09 gene (1110002M09Rik), mRNA.
scl056043.1 7-S	198.7379	9.6	Akr1e1	NM_018859.1	Mus musculus aldo-keto reductase family 1, member E1 (Akr1e1), mRNA.
scl067106.7 0-S	198.7334	57.89	Arch	NM_025970.1	Mus musculus archease (Arch), mRNA.
scl0015040.1 90-S	198.1948	2.61	H2-T23	NM_010398.1	Mus musculus histocompatibility 2, T region locus 23 (H2-T23), mRNA.
scl20479.1.60 10-S	198.0971	2.66	Nola3	NM_025403.1	Mus musculus nucleolar protein family A, member 3 (Nola3), mRNA.
scl0066671.2 25-S	197.9092	3.69	Ccnh	NM_023243.2	Mus musculus cyclin H (Ccnh), mRNA.
scl054127.2 67-S	197.4222	2.54	Rps28	NM_016844.1	Mus musculus ribosomal protein S28 (Rps28), mRNA.
scl056438.5 27-S	197.3712	2.58	Rbx1	NM_019712.2	Mus musculus ring-box 1 (Rbx1), mRNA.
scl55022.8.1 12-S	197.3585	53.6	Rgn	NM_009060.1	Mus musculus regucalcin (Rgn), mRNA.
scl017274.8 92-S	196.7946	26.14	Rab8a	NM_023126.2	Mus musculus RAB8A, member RAS oncogene family (Rab8a), mRNA.
scl00320541.1 138-S	196.4998	7.84	A530082C11Rik	NM_177186.3	Mus musculus RIKEN cDNA A530082C11 gene (A530082C11Rik), mRNA.
scl17443.8 550-S	195.4851	3.89	Arl10b	NM_026823.1	
scl22593.9.1 1-S	194.9876	5.02	1110013G13Rik	NM_146141	Mus musculus RIKEN cDNA 1110013G13 gene (1110013G13Rik), mRNA.
scl014227.3 23-S	194.6484	2.14	Fkbp2	NM_008020.2	Mus musculus FK506 binding protein 2 (Fkbp2), mRNA.
scl47326.13.2 27-S	193.9876	118.71	Cct5	NM_007637.1	Mus musculus chaperonin subunit 5 (epsilon) (Cct5), mRNA.
scl012385.18 225-S	193.8731	2	Catna1	NM_009818.1	Mus musculus catenin alpha 1 (Catna1), mRNA.
scl46570.12.1 20-S	193.6189	2.36	Vdac2	NM_011695.1	Mus musculus voltage-dependent anion channel 2 (Vdac2), mRNA.
scl013681.1 1-S	193.1396	2.23	Elf4a1	NM_144958.2	Mus musculus eukaryotic translation initiation factor 4A1 (Elf4a1), mRNA.
scl39022.13.1 2-S	193.115	3.56	Hdac2	NM_008229.1	Mus musculus histone deacetylase 2 (Hdac2), mRNA.
scl34532.9 187-S	192.7618	4.57	Dnaja2	NM_019794.1	Mus musculus DnaJ (Hsp40) homolog, subfamily A, member 2 (Dnaja2), mRNA.
scl012583.1 32-S	192.7073	51.66	Cdo1	NM_033037.2	Mus musculus cysteine dioxygenase 1, cytosolic (Cdo1), mRNA.
scl24787.5 386-S	192.2453	17.49	0610009K11Rik	NM_026689.3	Mus musculus RIKEN cDNA 0610009K11 gene (0610009K11Rik), mRNA.
scl0237898.1 282-S	191.4813	5.2	6430526O11Rik	NM_110937.4	

sc10245867.4	1-S	191.0705	8.15	5330414D10Rik	NM_153594.2	Mus musculus RIKEN cDNA 5330414D10 gene (5330414D10Rik), mRNA.
sc1068908.1	119-S	190.869	4.55	9130005N14Rik	NM_026667.2	Mus musculus RIKEN cDNA 9130005N14 gene (9130005N14Rik), mRNA.
sc1057294.3	33-S	190.6965	2.58	Rps27	NM_027015.1	Mus musculus ribosomal protein S27 (Rps27), mRNA.
sc10067171.2	285-S	190.2539	4.3	2610318G18Rik	NM_026013.1	Mus musculus RIKEN cDNA 2610318G18 gene (2610318G18Rik), mRNA.
sc133694.4.1	117-S	190.0098	2.05	Pgls	NM_025396.1	Mus musculus 6-phosphogluconolactonase (Pgls), mRNA.
sc1056398.7	324-S	189.9005	3.35	1500003O03Rik	NM_019769.2	Mus musculus RIKEN cDNA 1500003O03 gene (1500003O03Rik), mRNA.
sc123150.4.1	11-S	189.8021	36.55	Aadac	NM_023383.1	Mus musculus arylacetamide deacetylase (esterase) (Aadac), mRNA.
sc10067096.2	233-S	189.7091	6.14	1810037K07Rik	NM_025962.1	Mus musculus RIKEN cDNA 1810037K07 gene (1810037K07Rik), mRNA.
sc100229096.1	119-S	189.6624	4.26	Ythdf3	NM_172677.2	
sc122677.22.1	1-S	189.6522	6.77	Dpyd	NM_170778.1	Mus musculus dihydropyrimidine dehydrogenase (Dpyd), mRNA.
sc10002359.1	0-S	188.7937	39.39	Pbef1	NM_021524.1	Mus musculus pre-B-cell colony-enhancing factor 1 (Pbef1), mRNA.
sc148200.7.1	9-S	188.2422	1.93	Atp5o	NM_138597	Mus musculus ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit (Atp5o), mRNA.
sc102327.6	246-S	188.2009	5.21	Vbp1	NM_011692.1	Mus musculus von Hippel-Lindau binding protein 1 (Vbp1), mRNA.
sc130202.10.1	68-S	187.0585	24.71	Akr1d1	NM_145364.1	Mus musculus aldo-keto reductase family 1, member D1 (Akr1d1), mRNA.
sc10004148.1	17-S	187.0092	22.95	Lias	NM_024471.2	Mus musculus lipoic acid synthetase (Lias), mRNA.
sc131910.9.1	52-S	186.2139	1.99	Cyp2e1	NM_021282.1	Mus musculus cytochrome P450, family 2, subfamily e, polypeptide 1 (Cyp2e1), mRNA.
sc10109077.2	328-S	185.9648	3.9	1110055N21Rik	NM_176843	Mus musculus RIKEN cDNA 1110055N21 gene (1110055N21Rik), mRNA.
sc129636.20.1	18-S	185.5126	3.56	1110061O04Rik	NM_026849	Mus musculus RIKEN cDNA 1110061O04 gene (1110061O04Rik), mRNA.
sc10015473.1	93-S	184.8444	18.35	Hrsp12	NM_008287.2	Mus musculus heat-responsive protein 12 (Hrsp12), mRNA.
sc147892.24	470-S	184.3647	4.89	D15Erttd621e	NM_145959.1	
sc10001436.1	98-S	183.7651	4.36	Commd1	NM_144514.1	Mus musculus COMM domain containing 1 (Commd1), mRNA.
sc1068730.1	55-S	183.4534	2.47	1110032N12Rik	NM_026824.2	Mus musculus RIKEN cDNA 1110032N12 gene (1110032N12Rik), mRNA.
sc136630.14.1	50-S	182.8342	2.08	Ctsh	NM_007801	Mus musculus cathepsin H (Ctsh), mRNA.
sc10003600.1	3-S	182.7859	1.9	MGC18837	NM_178577.3	Mus musculus hypothetical protein MGC18837 (MGC18837), mRNA.
sc1074150.16	288-S	182.7312	16.29	Slc35f5	NM_028787.2	Mus musculus solute carrier family 35, member F5 (Slc35f5), mRNA.
sc10001621.1	13-S	182.7075	7.88	Tcp1	NM_013686	Mus musculus t-complex protein 1 (Tcp1), mRNA.
sc1021357.9	262-S	182.6836	3.45	Tarbp2	NM_009319	Mus musculus TAR (HIV) RNA binding protein 2 (Tarbp2), mRNA.
sc100192657.1	320-S	182.3967	8.27	Eil2	NM_138953.1	Mus musculus elongation factor RNA polymerase II 2 (Eil2), mRNA.
sc119131.5.1	9-S	182.158	1.88	Atp5g3	NM_175015.1	Mus musculus ATP synthase, H+ transporting, mitochondrial F0 complex, subunit c (subunit 9), isoform 3 (Atp5g3), mRNA.
sc143593.17	243-S	181.6858	25.39	Rad17	NM_011233.1	Mus musculus RAD17 homolog (S. pombe) (Rad17), mRNA.
sc10056347.2	235-S	181.4383	7.94	Eif3s8	NM_019646.1	Mus musculus eukaryotic translation initiation factor 3, subunit 8 (Eif3s8), mRNA.
sc1015384.1	1-S	181.3234	1.95	Hnrpab	NM_010448.2	Mus musculus heterogeneous nuclear ribonucleoprotein A/B (Hnrpab), mRNA.
sc125927.13	1-S	181.1365	16.26	Pom121	NM_148932.1	Mus musculus nuclear pore membrane protein 121 (Pom121), mRNA.
sc1015528.3	20-S	180.7726	11.87	Hspe1	NM_008303.2	Mus musculus heat shock protein 1 (chaperonin 10) (Hspe1), mRNA.
sc10099730.2	131-S	180.6381	6.46	Taf13	NM_025444.1	Mus musculus TAF13 RNA polymerase II, TATA box binding protein (TBP)-associated factor (Taf13), mRNA.
sc147755.2	19-S	178.7951	29.12	H1f0	NM_008197.2	Mus musculus H1 histone family, member 0 (H1f0), mRNA.
sc140782.12.1	32-S	178.2747	11.15	Aph	NM_013475.1	Mus musculus apolipoprotein H (Aph), mRNA.
sc1014897.1	29-S	177.9799	60.2	Trip12	NM_133975.2	
sc139554.8	358-S	177.4547	2.69	Rab5c	NM_024456	Mus musculus RAB5C, member RAS oncogene family (Rab5c), mRNA.
sc10017936.1	74-S	177.45	7.65	Nab1	NM_008667.2	Mus musculus Ngfi-A binding protein 1 (Nab1), mRNA.
sc152400.3.8	10-S	176.9056	13.88	Arl3	NM_019718.2	Mus musculus ADP-ribosylation factor-like 3 (Arl3), mRNA.
sc1056720.1	140-S	176.5828	38.97	Tdo2	NM_019911.2	Mus musculus tryptophan 2,3-dioxygenase (Tdo2), mRNA.
sc1067440.9	18-S	176.1384	6.6	Papd1	NM_026157.1	Mus musculus PAP associated domain containing 1 (Papd1), mRNA.
sc1094061.9	0-S	176.0607	11.68	Mrpl1	NM_053158.1	Mus musculus mitochondrial ribosomal protein L1 (Mrpl1), mRNA.
sc125574.8.1	15-S	175.2792	8.88	Ube2j1	NM_019586.2	Mus musculus ubiquitin-conjugating enzyme E2, J1 (Ube2j1), mRNA.
sc1066489.3	56-S	174.9443	1.88	Rpl35	NM_025592	Mus musculus ribosomal protein L35 (Rpl35), mRNA.
sc10394430.5	296-S	174.7052	28.12	Ugt1a13	NM_201641	
sc151004.4	55-S	174.319	5.91	Sepx1	NM_013759.1	
sc10268470.1	0-S	174.1059	32.41	D11Moh35	NM_172300	Mus musculus DNA segment, Chr 11, KL Mohlke 35 (D11Moh35), mRNA.
sc10216705.9	38-S	173.6347	23.93	Al642036	XM_109767.2	Mus musculus expressed sequence Al642036 (Al642036), mRNA.
sc154584.7	603-S	173.0252	2.5	Prps1	NM_021463.2	Mus musculus phosphoribosyl pyrophosphate synthetase 1 (Prps1), mRNA.
sc1018102.1	15-S	172.9593	1.93	Nme1	NM_008704.2	Mus musculus expressed in non-metastatic cells 1, protein (Nme1), mRNA.
sc153400.8.1	51-S	172.1667	2.79	D19Erttd721e	NM_146093.1	Mus musculus DNA segment, Chr 19, ERATO Doi 721, expressed (D19Erttd721e), mRNA.
sc10064291.1	176-S	172.1151	8.73	Osbpl1a	NM_020573.1	Mus musculus oxysterol binding protein-like 1A (Osbpl1a), mRNA.
sc10002589.1	2-S	171.9854	2.18	Eef1d	NM_023240.1	Mus musculus eukaryotic translation elongation factor 1 delta (guanine nucleotide exchange protein) (Eef1d), mRNA.
sc154871.18	531-S	171.9159	4.74	Mtmr1	NM_016985.1	Mus musculus myotubularin related protein 1 (Mtmr1), mRNA.

scl0066881.2 144-S	171.8714	82.86	Pcyox1	NM_025823.3	Mus musculus prenylcysteine oxidase 1 (Pcyox1), mRNA.
scl51737.13.1 28-S	171.621	24.73	Atp5a1	NM_007505.1	Mus musculus ATP synthase, H+ transporting, mitochondrial F1 complex, alpha subunit, isoform 1 (Atp5a1), mRNA.
scl30187.2.1 182-S	171.1127	1.91	1110001J03Rik	NM_025363.2	Mus musculus RIKEN cDNA 1110001J03 gene (1110001J03Rik), mRNA.
scl37617.5 6-S	171.0719	2.59	Slc25a3	NM_133668.2	Mus musculus solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 3 (Slc25a3), mRNA.
scl32898.7.1 80-S	170.9051	3.51	Blvrb	NM_144923	Mus musculus biliverdin reductase B (flavin reductase (NADPH)) (Blvrb), mRNA.
scl54148.25 5-S	170.5107	4.45	Hcfc1	NM_008224.2	Mus musculus host cell factor C1 (Hcfc1), mRNA.
scl42971.1 9-S	170.5074	47.24	0710001C05Rik	XM_203592.1	Mus musculus RIKEN cDNA 0710001C05 gene (0710001C05Rik), mRNA.
scl018744.1 4-S	170.1919	2.62	Pja1	NM_008853.1	Mus musculus praja1, RING-H2 motif containing (Pja1), mRNA.
scl019175.6 47-S	169.5758	1.87	Psmb6	NM_008946	Mus musculus proteasome (prosome, macropain) subunit, beta type 6 (Psmb6), mRNA.
scl47063.13.1 72-S	169.5622	6.39	Top1mt	XM_128145.2	
scl057423.2 11-S	169.5512	1.88	Atp5j2	NM_020582.1	Mus musculus ATP synthase, H+ transporting, mitochondrial F0 complex, subunit f, isoform 2 (Atp5j2), mRNA.
scl056351.11 60-S	169.4939	23.04	Tebp	NM_019766.2	Mus musculus telomerase binding protein, p23 (Tebp), mRNA.
scl0002356.1 173-S	169.3857	2.95	Sypl	NM_198710.1	Mus musculus synaptophysin-like protein (Sypl), transcript variant 1, mRNA.
scl31959.7.1 44-S	169.138	1.98	Bccip	NM_025392.1	Mus musculus BRCA2 and CDKN1A interacting protein (Bccip), mRNA.
scl022245.1 319-S	168.8761	3.14	Uck1	NM_011675.1	
scl019047.11 32-S	168.3982	39.1	Ppp1cc	NM_013636.2	Mus musculus protein phosphatase 1, catalytic subunit, gamma isoform (Ppp1cc), mRNA.
scl030057.2 1-S	167.0058	1.94	Timm8b	NM_013897.1	Mus musculus translocase of inner mitochondrial membrane 8 homolog b (yeast) (Timm8b), mRNA.
scl015024.2 236-S	166.7603	8.48	H2-T10	NM_010395.2	Mus musculus histocompatibility 2, T region locus 10 (H2-T10), mRNA.
scl070544.3 53-S	166.655	2.31	5730437N04Rik	NM_027457.2	Mus musculus RIKEN cDNA 5730437N04 gene (5730437N04Rik), mRNA.
scl011668.12 94-S	165.9671	5.88	Aldh1a1	NM_013467	Mus musculus aldehyde dehydrogenase family 1, subfamily A1 (Aldh1a1), mRNA.
scl020055.2 9-S	165.8618	1.84	Rps16	NM_013647.1	Mus musculus ribosomal protein S16 (Rps16), mRNA.
scl020729.4 276-S	165.5654	16.92	Spin	NM_011462	Mus musculus spindlin (Spin), mRNA.
scl0019246.2 230-S	165.3762	7.54	Ptpn1	NM_011201.1	Mus musculus protein tyrosine phosphatase, non-receptor type 1 (Ptpn1), mRNA.
scl0002748.1 8-S	165.3067	1.97	1110060F11Rik	NM_026395.1	Mus musculus RIKEN cDNA 1110060F11 gene (1110060F11Rik), mRNA.
scl066477.2 23-S	165.2128	132.35	Usmg5	XM_123431.1	Mus musculus upregulated during skeletal muscle growth 5 (Usmg5), mRNA.
scl32464.22.1 107-S	165.1463	2.77	Pde8a	NM_008803.1	Mus musculus phosphodiesterase 8A (Pde8a), mRNA.
scl015374.1 66-S	164.9824	5.93	Hn1	NM_008258.1	Mus musculus hematological and neurological expressed sequence 1 (Hn1), mRNA.
scl064657.6 146-S	164.9008	5.39	Mrps10	NM_183086	Mus musculus mitochondrial ribosomal protein S10 (Mrps10), mRNA.
scl0001079.1 24-S	164.7236	3.25	Vamp8	NM_016794.2	Mus musculus vesicle-associated membrane protein 8 (Vamp8), mRNA.
scl21503.2.1 16-S	164.5607	6.14	Hadhsc	NM_008212.1	Mus musculus L-3-hydroxyacyl-Coenzyme A dehydrogenase, short chain (Hadhsc), mRNA.
scl020090.2 29-S	164.4984	1.81	Rps29	NM_009093.1	Mus musculus ribosomal protein S29 (Rps29), mRNA.
scl28571.9 1-S	164.4616	27.86	Sumf1	NM_145937.1	
scl027370.3 85-S	164.3755	1.83	Rps26	NM_013765	Mus musculus ribosomal protein S26 (Rps26), mRNA.
scl0004113.1 27-S	164.2819	1.9	Mrpl33	NM_025796.1	Mus musculus mitochondrial ribosomal protein L33 (Mrpl33), mRNA.
scl48128.6 4-S	164.1115	28.54	2900001O04Rik	NM_026213.2	Mus musculus RIKEN cDNA 2900001O04 gene (2900001O04Rik), mRNA.
scl50229.6.1 24-S	164.1044	2.04	Tceb2	NM_026305.1	Mus musculus transcription elongation factor B (SIII), polypeptide 2 (Tceb2), mRNA.
scl54331.2.4 4-S	163.7939	1.85	Ndufa1	NM_019443.1	Mus musculus NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1 (Ndufa1), mRNA.
scl022666.6 141-S	163.7727	14.56	Zfp161	NM_009547.2	Mus musculus zinc finger protein 161 (Zfp161), mRNA.
scl066680.1 207-S	163.6089	40.67	3230401D17Rik	NM_025699.2	Mus musculus RIKEN cDNA 3230401D17 gene (3230401D17Rik), mRNA.
scl056298.1 121-S	163.4343	12.79	Arl6ip2	NM_178050.2	Mus musculus ADP-ribosylation factor-like 6 interacting protein 2 (Arl6ip2), mRNA.
scl022630.1 91-S	163.2347	3.99	Ywhaq	NM_011739	Mus musculus tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta polypeptide (Ywhaq), mRNA.
scl012861.2 54-S	163.1149	2.18	Cox6a1	NM_007748.2	Mus musculus cytochrome c oxidase, subunit VI a, polypeptide 1 (Cox6a1), mRNA.
scl054381.6 56-S	163.084	2.99	Pgcp	NM_176073.2	Mus musculus plasma glutamate carboxypeptidase (Pgcp), mRNA.
scl38900.29.1 38-S	162.8649	7.59	Ranbp2	NM_011240.2	Mus musculus RAN binding protein 2 (Ranbp2), mRNA.
scl066218.3 27-S	162.1077	24.38	Ndubf9	NM_023172.2	Mus musculus NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9 (Ndubf9), mRNA.
scl23508.1.1 311-S	161.8813	3.89	Kif1b	NM_207682.1	Mus musculus kinesin family member 1B (Kif1b), transcript variant 1, mRNA.
scl0011797.2 322-S	161.7823	25.81	Birc2	NM_007465.1	Mus musculus baculoviral IAP repeat-containing 2 (Birc2), mRNA.
scl013204.1 302-S	161.181	3.05	Dhx15	NM_007839.1	Mus musculus DEAH (Asp-Glu-Ala-His) box polypeptide 15 (Dhx15), mRNA.
scl53453.19 390-S	161.173	23.71	Adrbk1	NM_130863	Mus musculus adrenergic receptor kinase, beta 1 (Adrbk1), mRNA.
scl017904.3 16-S	161.1016	2.75	Myl6	NM_010860	Mus musculus myosin, light polypeptide 6, alkali, smooth muscle and non-muscle (Myl6), mRNA.
scl0192174.7 133-S	160.3723	22.28	BC016198	NM_203507.1	Mus musculus cDNA sequence BC016198 (BC016198), mRNA.
scl0003824.1 1258-S	160.354	2.17	Igf1	NM_184052.1	Mus musculus insulin-like growth factor 1 (Igf1), mRNA.
scl0001148.1 50-S	159.8422	4.52	Ing4	NM_133345.1	Mus musculus inhibitor of growth family, member 4 (Ing4), mRNA.
scl020104.1 26-S	159.5483	56.94	Rps6	NM_009096.1	Mus musculus ribosomal protein S6 (Rps6), mRNA.
scl0002537.1 7-S	159.3891	2.18	Pfdn5	NM_020031.1	Mus musculus prefoldin 5 (Pfdn5), mRNA.
scl017330.5 48-S	159.163	3.7	Minpp1	NM_010799.1	Mus musculus multiple inositol polyphosphate histidine phosphatase 1 (Minpp1), mRNA.

How the deposited data were processed for this re-analysis (not part of the article)

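Gene expression was measured in livers, spleens and hearts of mice fed the atherogenic diet with distilled water (AD + DW) or with oil palm phenolics (AD + OPP), on 19 Illumina MouseRef-8 arrays of 24048 probes. These were 4 liver, 3 spleen and 3 heart arrays of the AD + DW group and 3 of each organ of the AD + OPP group. They are equal in number to the replicates the paper describes, after the authors had selected RNA samples of high integrity and removed outlier arrays by hierarchical clustering. The replicate numbers did not pair the arrays, and the slide of each array is not stated in the texts held. The paper kept several mice per cage and gave OPP as the drinking fluid, and the sample labels do not give the cage. Effects of a shared cage could therefore not be told apart from those of OPP. The arrays of the normal diet group were not analysed here, so directions under the diet come from the paper's supplementary tables.

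The deposited tables held the signal intensity of each probe and its Detection Level, before and after the normalization that the authors made by the rank invariant method in BeadStudio 1.5.1.3, according to the submitters' processing notes. The deposited signal intensity is on a linear scale with background subtracted, so some values are negative, and 0 cells of the series matrix differed from the normalized table. The normalized signal of each array was checked to be a slope times its unnormalized signal plus an intercept. The authors' p-value for a probe, from the Illumina Custom error model and stated as a Differential Score, was not recomputed, since the model was not repeated. By the paper, a Differential Score of 20 stands for a p of 0.01 and a score of 13 for a p of 0.05. For arrays, the number of arrays limits the precision.

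Of the probes, 19398 carried 1 gene symbol in the annotation, 0 carried several, 572 were named only through the paper's tables and 4078 had no name. Of the probes in the paper's tables of genes changed by OPP, 118 of 119 were matched in the liver, 569 of 576 in the spleen and 132 of 132 in the heart.

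Normalized signals were floored at 10 and log2 transformed. A probe was tested in an organ when it had a Detection Level above 0.99, which is a detection p under 0.01, on every array of the AD + DW or of the AD + OPP group. The groups were compared within each organ in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, two-sided, with Benjamini-Hochberg adjustment over the tested probes and a threshold of 0.05 on the adjusted p. Standard errors are the moderated ones of limma. A probe detected on no array of a group was given only as a bound on its fold, with each array of that group set to its lowest detected signal, or to the probe's own signal where higher. The clock score of each array was compared with two-sided exact permutation tests. The exact test planned for the diet score is not reported, since its probes had been chosen on the same AD + DW arrays. With 4 arrays against 3 the smallest exact p is 0.0286 of 35 divisions, not the higher bound that had been assumed in the design, and with 3 against 3 it is 0.1 of 10.

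The 44 gene lists held 1433 pairs of a gene and a list, of which 1312 had a probe. They were written after the paper and its supplementary tables had been read, so they are not independent of these arrays. A list was tested in an organ with at least 3 measured genes, on the brightest probe of each gene, by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Differences of the OPP effect between organs were tested in a single limma fit over the 19 arrays. A list was said to differ between organs when it passed both camera with the preset correlation and fry, a rule chosen after the table had been seen.

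Genes named in the text were those the paper names, the 8 of each organ and direction with the smallest p, as fewer than 8 passed the threshold, among named probes with groups that did not overlap and a mean signal of at least 100 in the higher group, and the 4 with the smallest p in each list. The paper's own values for these genes had been seen when the rule was set. Genes outside it are said to be named after their values were seen. Some genes that the rule selects are not reported.

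Arrays were clustered by Euclidean distance with average linkage and divided into 2 clusters. The diet score of an array is the mean log2 signal of the tested probes that the paper's table lists as raised by the diet, less that of the probes listed as lowered. A clock score was the mean log2 signal of clock genes that peak together less that of genes that peak in the opposite phase. Shared AD + DW arrays were studied in 100 simulations per organ with 4 simulated normal diet arrays, no effect of OPP and 50% of the noise variance shared between probes. The diet score was computed there on probes chosen in each simulation, a step added after the results had been seen. The test was tried on simulated data in which known probes were changed 1.5, 2 or 4-fold. The noise was drawn separately for each probe, so the shares below leave out noise shared between probes and may not hold for the measured arrays. At 1.5-fold 20.9% of the changed probes passed in the liver, 0% in the spleen and 19.4% in the heart, and at 4-fold 93.9, 80.3 and 95.5%. Unchanged probes passed in 0.0867, 0.0467 and 0.173% of cases.

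The alternatives were neqc, normexp correction with an offset of 50 and quantile normalization, median scaling, the series matrix, floors of 1 and 50, no detection filter, detection on every array of both groups, trended and robust variances, array weights, a single fit over the 19 arrays, the replicate number as a block, the t-test of the paper's statistics section, 1 probe per gene, the mean over a gene's probes, for differences between organs only the probes tested in both, and leaving out each array in turn. The quantitative PCR, cytokine, serum and physiology measurements were not analysed here.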

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

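The tests of other divisions of the arrays for counts at p under 0.01, for gene lists and for differences between organs, the tests on macrophage and megakaryocyte markers in the spleen, the rule of 2 tests for differences between organs and the restriction to probes tested in both organs were chosen after the results had been seen.

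Several gene lists that the paper does not discuss stood out. In the spleen, genes of neutrophil primary granules had a median log2 fold change of 1.84 and those of secondary and tertiary granules of 2.15, and the paper's own table of genes changed by OPP holds 12 of the 14 and 24 of the 29. Acute phase genes of the spleen, with Hp at 6520 ± 918 against 1300 ± 1070 and Cfb lower at 676 ± 111 against 1160 ± 106, had a median of 0.99, an adjusted p of 0.000515 by camera and of 0.343 with an estimated correlation. Other lists hold 4 of the 11 genes, so this list is not separate from them. Of these 11 acute phase genes 8 were higher, and 5 rose and 1 fell when adjusted over the list alone. Their median was 0 for the 25 genes present without the detection filter, 0.17 with an adjusted p of 0.073 for probes detected on every array of both groups, 0.63 without AD + DW replicate 2, 1.55 without AD + DW replicate 3 and 0.61 without AD + OPP replicate 3. Megakaryocyte and platelet markers, such as Rgs18 at 460 ± 43.2 against 279 ± 30.1, had a median of 0.39, an adjusted p of 0.00121 and of 0.39 with an estimated correlation. Their median was 0.65 without AD + OPP replicate 1, 0.25 without AD + OPP replicate 2, 0.59 without AD + OPP replicate 3, 0.22 with median scaling and 0.09 for probes detected on every array of both groups.

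In the liver, acute phase genes had a median of 0.67, with groups that overlapped for all 25 of them. In the heart, acute phase genes, 4 of 11 of which other lists also hold, had a median of 0.55 with an adjusted p of 0.00084 by camera, 0.741 with an estimated correlation and 0.204 without the detection filter, where the median was 0.07. Without heart AD + DW replicate 1 that median was 0.21, without AD + DW replicate 2 0.93, without AD + OPP replicate 3 1.06 and without AD + OPP replicate 1 0.26 with an adjusted p of 0.136. Heart neutrophil granule genes had a median of 2.20, which was 0.61 to 3.40 under the alternatives, macrophage markers of 0.44 and immediate early genes of 0.19, which was 0.11 without the detection filter, without AD + DW replicate 1 or without AD + OPP replicate 1 and 0.30 without AD + DW replicate 2. Extracellular matrix genes of the heart, such as Timp1 at 301 ± 108 against 150 ± 17.3, had a median of 0.11 with an adjusted p of 0.00848 and of 0.741 with an estimated correlation. Their adjusted p was 0.652 without AD + DW replicate 3, with a median of 0.03, 0.0923 without AD + OPP replicate 1, with 0.08, and 0.868 without AD + OPP replicate 2, with a median of 0 and 14 of 30 genes higher. Their median was 0.21 without AD + DW replicate 1, 0.17 without AD + DW replicate 2 and 0.29 without AD + OPP replicate 3.

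In the spleen, neutrophil genes were higher and B cell, T cell and MHC class II genes lower with OPP, with 2.96 on the log2 scale between the medians of the neutrophil primary granule list and the B cell markers. The array of AD + DW replicate 3, with the fewest detected probes, does not account for it, since 101% of this difference, 2.99, was left without it, and neither does the authors' scaling alone, since 68.9%, 2.04, was left with normexp correction and quantile normalization. A smaller share of B and T cell RNA alone would raise the other cell types alike, but the macrophage markers lay at −2.56 (SD 0.95) relative to the neutrophil list. Their mean log2 signal was 9.05 to 9.39 on AD + OPP and 9.62 to 10.13 on AD + DW arrays. A larger share of neutrophil RNA alone would lower the other types alike, but megakaryocyte markers lay at 1.51 (SD 0.74) relative to B cell markers. That value was 0.88 (SD 0.43) with median scaling and 1.03 (SD 0.55) for probes detected on every array of both groups. Megakaryocyte markers were at 8.72 to 9.12 on AD + OPP and 8.31 to 8.65 on AD + DW arrays, but their median rise was as low as 0.09 under an alternative. These values argue against either share alone as the cause. The SDs and standard errors in this paragraph are over genes and do not measure the spread between arrays. A smaller share of B and T cell RNA stays open for the lower genes, with medians of −1.12 (standard error 0.19) for B cell and −0.96 (standard error 0.13) for T cell markers, and with the MHC class II list at −0.05 (SD 0.64) relative to the B cell markers a smaller share of B cells may lie behind its fall. An effect of OPP on the formation or traffic of these cells was not tested, and other lists hold 8 of the 18 B cell and 2 of the 17 MHC class II genes.

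No clock gene passed the adjusted threshold in any organ, and the clock list had an adjusted p of 0.65 in the liver, 0.958 in the spleen and 0.201 in the heart. The log2 fold change of Dbp was −1.47 in the liver, −2.01 in the spleen and −0.53 in the heart, that of its antagonist Nfil3 0.61, 1.5 and 0.39 and that of Clock 0.56, −0.32 and 0.14. The clock score was lower with OPP by −1.17 in the liver (standard error 0.77, two-sided exact permutation p = 0.171), −1.47 in the spleen (standard error 0.30) and −0.54 in the heart (standard error 0.13), the latter organs with a two-sided exact permutation p of 0.1, the smallest possible. These values are consistent with tissue taken at another time of day in one of the groups, and clock genes respond to feeding as well. Per2 was at −0.03, 0.11 and −0.03. An effect of OPP on the clock was not tested and stays open.

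Probes had opposite directions under the diet and OPP for 89.7% of those the paper lists under both in the liver, 46.2% in the spleen and 58.5% in the heart. AD + DW arrays shared by both comparisons gave, with no effect of OPP simulated, a mean share of 64.5% in the liver (range of 95% of simulations 22.3 to 100%), 85.3% in the spleen (8.75 to 100%) and 70.7% in the heart (33.9 to 91.9%). In the liver the observed share lies within the simulated range, which comes from few probes, with a median of 16.5 under both factors against 78 observed, and 3 of 100 simulations had as many. Of these 3, 0 had a share as high as the observed one, but 3 are too few to decide. The liver diet score difference of −0.28 lay just outside its simulated range of −0.26 to 0.02, and was −0.26 without AD + DW replicate 1. Among all probes of the paper's liver diet table the observed 67.4% lies above the simulated range of 43 to 65.7%, but was 60.4 to 70.7% with an array left out, and a range simulated with an assumed noise excludes nothing. Shared arrays and an effect of OPP cannot be told apart in the liver. In the spleen shared arrays raised the simulated share, while the observed one lies below the simulated mean, and 0 of 100 simulations had as many probes under both factors as the 145 observed (median 7). So the simulation does not account for the spleen probes, and with its assumed noise it does not exclude shared arrays either. In the heart 51 of 100 simulations had as many as the 65 observed (median 66), and the share may come from shared arrays alone. An effect of OPP opposite to the diet stays open as the biological explanation in the liver and heart.

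The effect of OPP differed between organs for some lists, each passing both camera and fry. Between spleen and liver the median over genes of the difference in log2 fold change was 0.79 for glycolysis, 0.61 for the pentose phosphate pathway, −0.93 for B cell markers and −1.05 for natural killer cell markers. Between spleen and heart it was 0.81 for glycolysis, 0.28 for the pentose phosphate pathway, −0.91 for MHC class II, 1.88 for neutrophil primary granule genes, −1.12 for B cell, −1.04 for T cell and −0.78 for natural killer cell markers, and −0.38 for red cell markers. The liver had 1 B cell and 0 natural killer cell markers that were tested, and the heart 1 B cell, 1 T cell, 0 natural killer cell and 1 neutrophil primary granule gene, against 18, 13, 3 and 14 in the spleen, so for these lists the difference restates the change in the spleen. Limited to probes tested in both organs, glycolysis with 0.79 over 14 genes and the pentose phosphate pathway with 0.25 over 7 passed both tests between spleen and liver, each with an adjusted p of 0.0484 by fry, and glycolysis with 0.93 over 15 genes and 0.0336 by fry between spleen and heart. MHC class II with −0.91, the pentose phosphate pathway with 0.26 and red cell markers with −0.34 passed camera there but not fry, with an adjusted p of 0.0743, 0.0807 and 0.0807. With an estimated correlation no list differed in the main setting, the lowest adjusted p being 0.122 between spleen and liver and 0.0619 between spleen and heart. Between heart and liver 0 lists passed both, and 7 passed camera alone. When group labels were permuted within organs, 12 of 100 draws, the real grouping included, gave as many lists as the 4 between spleen and liver, with up to 12. Between spleen and heart 5 of 100, the real grouping included, gave as many as the 8, with up to 11. The spleen arrays have few divisions, so draws can keep the real spleen division or its mirror image. Such draws were not counted apart, so these shares cannot decide, and chance is not excluded.

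Within the AD + DW livers, 5 of 49 values tested had an array far from the others, by a ratio of the gap to the whole range above Dixon's critical value for 4 arrays, where chance gives 5%. Heme genes had a ratio of 0.952, with AD + DW replicate 4 at a mean log2 signal of 10.75 against 10.95 to 10.96. AD + DW replicate 3 stood apart for ribosomal protein genes at 0.875, with 12.38 against 12.52 to 12.54, for proliferation genes at 0.846, for Mug1 at 0.86 and for Cenpa at 0.846.

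For the counts, other divisions of the liver arrays gave results as large. In the liver 11 of 35 divisions had at least 80 probes at p under 0.01, with up to 789, and 13 of 35 had at least 9 lists, with up to 17, so chance is not excluded. The division of AD + DW replicate 4 and AD + OPP replicates 1 and 2 from the rest gave the 789 probes, several times the real 80, and 550 past the adjusted threshold against the real 0, which points to a structure of the samples. Any division has at least 0 probes past the adjusted threshold, so that count tests nothing, and the highest of the others was 37 in the spleen and 3 in the heart. In the spleen 1 of 10 had 470 or more at p under 0.01, the next 82, and 3 of 10 had 19 or more lists, with up to 21. In the heart 10 of 10 had 32 or more, with up to 182, and 3 of 10 had 8 or more lists, with up to 11. In both organs 10 divisions are too few for a share under 0.05.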

How the results depend on the processing

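The alternatives for differences between organs were chosen after seeing the data. With the background of the signal limiting what dim probes show, no named gene passed the adjusted threshold in the main setting. Among the genes that the paper names and the 8 of each organ and direction, none changed direction under an alternative that was run. Those 8 had been chosen with groups that did not overlap, so leaving out an array could not reverse them. Genes named only as members of a list were not checked under the alternatives. Among lists past camera, 6 of 9 in the liver, 17 of 19 in the spleen and 3 of 8 in the heart kept their call under every alternative apart from the replicate block and the other 2 list tests. With an estimated correlation 0 lists passed in each organ wherever lists were tested, and with fry 0 in the liver and heart. With fry the spleen had 0 in the main setting, where the lowest adjusted p by fry was 0.0592. By fry it had 13 in the fit over all 19 arrays, 7 with a floor of 50 and 6 with median scaling. There were 4 without AD + DW replicate 2 and 1 detected on every array of both groups. For the spleen, where 0 probes passed the adjusted threshold, 178 passed with normexp and quantile, 194 with median scaling, 101 with a floor of 50, 5 with no detection filter, 52 detected on every array of both groups, 222 with trend and robust, 141 with array weights, 254 in the fit over all 19 arrays, 174 with 1 probe per gene and 0 to 168 with an array left out, and the cause was not tested. Heart had 3 with no filter, against 0. At p under 0.01, liver had 258 with no filter, 148 with weights, 154 in the fit over all 19 arrays and 46 to 249 with an array left out, against 80. Spleen had 257 with Student's t-test and 238 to 591 with an array left out, against 470. Heart had 190 with no filter, 21 detected on both groups, 75 with weights, 18 in the fit over all 19 arrays, 21 with 1 probe per gene and 28 to 115 with an array left out, against 32. At p under 0.05 heart had 671 with no filter, 406 with weights, 84 in the fit over all 19 arrays and 152 to 452 with an array left out, against 239. No filter tests more probes. Lists past camera were 15 in the liver with no filter, 15 in the fit over all 19 arrays and 6 to 16 with an array left out, against 9, and 5 in the heart with no filter and 5 to 10 with an array left out, against 8. The share of opposite directions among probes of the paper's diet tables was 60.4 to 70.7% in the liver and 54.1 to 62.4% in the spleen with an array left out, 47.4% in the spleen with median scaling, 58.4% in the heart with no filter and 48.2 to 61.5% with an array left out. The diet score difference was −0.32 to −0.26 in the liver with an array left out, −0.34 with no filter, −0.2 with normexp and −0.19 with median scaling, against −0.28. It was −0.18 to −0.01 in the spleen with an array left out and 0.03 with median scaling, against −0.09, and −0.16 to −0.01 in the heart with an array left out, against −0.07. Lists differing between spleen and liver, 4, were 10 with neqc, 10 with normexp and quantile, 9 with median scaling, 1 with a floor of 1, 10 with a floor of 50, 2 detected on both groups, 2 for probes tested in both organs and 1 to 10 with an array left out, and between spleen and heart, 8, were 2 with a floor of 1, 2 detected on both groups, 1 for probes tested in both organs and 1 to 10 with an array left out. With an estimated correlation 0 lists differed in the main setting, and with a floor of 50 there were 3 between spleen and liver and 6 between spleen and heart, the most of any alternative run. The medians of 10 liver, 9 spleen and 15 heart lists changed sign under an alternative, and 0 of these had passed camera in the main setting. Where the sign had changed, those that passed were macrophage markers of the liver, 0.51 without AD + OPP replicate 3 (lowest −0.49), and in the spleen unfolded protein genes, 0.12 without AD + DW replicate 3, and complexes II to V, 0.12 with median scaling. The spleen and heart difference of Mgst1 changed sign, at −0.19 to 0.42. For acinar genes of the spleen the direction given by camera reversed without AD + DW replicate 2, while the median stayed below 0, at −7.55 (highest −1.47), and that direction also changed with normexp, with no filter and without AD + OPP replicate 1, where the list did not pass. With the replicate number as a block, 61 liver, 378 spleen and 48 heart probes passed p under 0.01 and 15 liver lists passed, although equal numbers do not pair the arrays. The series matrix equals the normalized table and tests nothing, and a block for the BeadChip was not run, as slides are not stated.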

Differences from the paper's values

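The comparisons with the paper's counts used its stated equivalents of p under 0.01 and, for the heart, 0.05, but limma in place of the Illumina Custom error model. All alternatives named were set before the data were examined.

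For genes lower with OPP in the liver, the paper's value is 84 and the value here 43. The values lie within 1.5 times of each other without the detection filter (112), with array weights (90), in a single fit over the 19 arrays (88), with the t-test of the methods (58) and without AD + OPP replicate 1 (84). They lie farther apart with neqc (45), normexp and quantile (39), median scaling (35), the series matrix (43), floors of 1 (43) and 50 (45), detection on every array of both groups (38), trended and robust variances (49), 1 probe per gene (37), the replicate number as a block (39), and without AD + DW replicates 1 (26), 2 (34), 3 (26) and 4 (51) or AD + OPP replicates 2 (18) and 3 (139). For genes higher in the heart at p under 0.05, the paper's value is 79 and the value here 143. The values lie within 1.5 times of each other with median scaling (99), detection on every array of both groups (107), trended and robust variances (112), 1 probe per gene (114), without AD + DW replicate 1 (92) and without AD + OPP replicate 1 (71), and farther apart with the others. For genes lower in the heart, the paper's value is 53 and the value here 96. The values lie within 1.5 times of each other with detection on every array of both groups (70), in a single fit over the 19 arrays (40), with 1 probe per gene (72) and without AD + OPP replicate 3 (79), and farther apart with the others.

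The paper's own markers had the same direction here. The arrays, the normalized values and the way of computing folds are the paper's, so this was largely fixed in advance. The 26 fold changes it states, 3 in the liver, 21 in the spleen and 2 in the heart, were all within 10%, and so were the directions of 118 of 118 matched probes of its liver table, 569 of 569 of its spleen table and 132 of 132 of its heart table. At p under 0.01, 39 of 117 tested liver probes, 363 of 563 spleen probes and 14 of 131 heart probes passed in that direction here, and at p under 0.05, 112, 538 and 79. These probes had been chosen by the same comparison, so the counts are not an independent test.

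The gene lists used here are not the pathways that the paper tested, and the tests differ too. The paper asked whether a pathway held many of its changed genes, while camera asks whether a whole list shifts one way. A list that did not pass camera therefore does not contradict the paper's result. Among genes lowered in the heart the paper names some of electron transport and proliferation. Here 15 of 32 complex I, 20 of 40 complex II to V and 4 of 7 proliferation genes were lower, with adjusted p of 0.944, 0.733 and 0.632. It states that antioxidant genes were raised in the liver, spleen and heart, where 13 of 41, 17 of 35 and 25 of 41 were higher. In the spleen it states that genes of B cell receptor signaling, apoptosis and heme synthesis were lowered. Here 11 of 21, 17 of 25 and 7 of 8 were lower, most of each list. Adjusted over each list alone, 8, 3 and 0 genes fell and 0, 0 and 1 rose. The lists did not pass camera, with adjusted p of 0.113, 0.574 and 0.104. Of these, B cell receptor signaling passed camera with neqc (0.0391) and normexp (0.037) and heme synthesis without the detection filter (0.0165). Xcl1, which the paper lists as lowered, was detected on 4 of 6 arrays and not tested.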

Other observations

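No test in this part was chosen after its result was seen.

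In livers of the AD + OPP group, the bile acid transporter Slco1a1 was at 154 ± 182 (SD, n = 3) against 616 ± 295 (SD, n = 4), and was detected on 2 of the 3 AD + OPP arrays. Akr1d1, an enzyme of bile acid synthesis, was at 141 ± 54.5 against 233 ± 17.7, and was also detected on 2 of the 3. Abcg5, which exports sterols into bile, was at 2490 ± 526 against 3270 ± 140 and Cyp8b1, which sets the share of cholic acid, at 6000 ± 4610 against 10500 ± 3020. Heme genes of the liver, with Alas1 at 24800 ± 2490 against 33400 ± 5110, had a median of −0.11 and an adjusted p of 0.0326 by camera, 0.483 with an estimated correlation and 0.0528 for the mean over probes. Their adjusted p was 0.0559 without AD + DW replicate 1, 0.0787 without AD + DW replicate 3, 0.111 without AD + OPP replicate 1 and 0.0939 without AD + OPP replicate 2, and their median was −0.17 without AD + DW replicate 4, −0.20 without AD + OPP replicate 3 and −0.27 for probes detected on every array of both groups. Proteasome genes had 26 of 32 higher in the liver, with a median of 0.06 and an adjusted p of 0.0515, which was 0.00782 without the detection filter, 0.0171 without AD + DW replicate 1 and 0.234 without AD + DW replicate 2.

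In spleens of the AD + OPP group, the interferon response gene Irf8 was at 923 ± 215 against 1860 ± 217 (SD, n = 3 per group), and interferon-stimulated genes had 24 of 25 lower, with a median of −0.56 and an adjusted p of 5.59e-07 by camera, 0.345 with an estimated correlation, and a median of −0.36 with normexp correction and with median scaling. Extracellular matrix genes had 18 of 21 lower, such as Igfbp7 at 6820 ± 795 against 11800 ± 1200, with a median of −0.49 and an adjusted p of 0.00304, 0.428 with an estimated correlation, and a median of −0.32 without AD + OPP replicate 1, −0.25 with normexp correction and −0.32 with median scaling. Lox, which crosslinks collagen, went the other way, being detected on no AD + DW array and at least 2.17-fold higher. Ribosomal protein genes had 64 of 67 lower, with a median of −0.27 and an adjusted p of 0.000178, 0.671 with an estimated correlation. That p was 0.0937 without AD + DW replicate 3, 0.213 with neqc, 0.191 with normexp and quantile and 0.211 with median scaling, and the median of all tested spleen probes was −0.07 in the main setting and 0.03 with neqc. The median of the ribosomal list was as small as −0.03 under an alternative. Its mean log2 signal was 13.16 in AD + DW replicate 3, against 12.56 to 12.77 on the other spleen arrays.

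Genes of pancreatic acinar cells were present on some spleen arrays. The mean log2 signal of Cel, Cela1 and Prss1 was 10.68, 6.48 and 11.82 in AD + DW replicates 1, 2 and 3 and 11.24, 6.65 and 6.18 in AD + OPP replicates 1, 2 and 3. The list had an adjusted p of 0.668, with a median of −3.08 and a test in the other direction, and without AD + DW replicate 2 the median was −7.55 with an adjusted p of 3.8e-05.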
